# Histone/protein deacetylase 11 targeting promotes Foxp3+ Treg function

**DOI:** 10.1038/s41598-017-09211-3

**Published:** 2017-08-17

**Authors:** Jianbing Huang, Liqing Wang, Satinder Dahiya, Ulf H. Beier, Rongxiang Han, Arabinda Samanta, Joel Bergman, Eduardo M. Sotomayor, Edward Seto, Alan P. Kozikowski, Wayne W. Hancock

## Abstract

Current interest in Foxp3+ T-regulatory (Treg) cells as therapeutic targets in transplantation is largely focused on their harvesting pre-transplant, expansion and infusion post-transplantation. An alternate strategy of pharmacologic modulation of Treg function using histone/protein deacetylase inhibitors (HDACi) may allow more titratable and longer-term dosing. However, the effects of broadly acting HDACi vary, such that HDAC isoform-selective targeting is likely required. We report data from mice with constitutive or conditional deletion of HDAC11 within Foxp3+ Treg cells, and their use, along with small molecule HDAC11 inhibitors, in allograft models. Global HDAC11 deletion had no effect on health or development, and compared to WT controls, Foxp3+ Tregs lacking HDAC11 showed increased suppressive function, and increased expression of Foxp3 and TGF-β. Likewise, compared to WT recipients, conditional deletion of HDAC11 within Tregs led to long-term survival of fully MHC-mismatched cardiac allografts, and prevented development of transplant arteriosclerosis in an MHC class II-mismatched allograft model. The translational significance of HDAC11 targeting was shown by the ability of an HDAC11i to promote long-term allograft allografts in fully MHC-disparate strains. These data are powerful stimuli for the further development and testing of HDAC11-selective pharmacologic inhibitors, and may ultimately provide new therapies for transplantation and autoimmune diseases.

## Introduction

Histone/protein deacetylase (HDAC) enzymes developed in metazoans prior to the evolution of histones^1, 2^, consistent with current knowledge that HDACs play important roles in regulating the acetylation and function of many non-histone proteins^3–5^, in addition to regulating chromatin accessibility and nucleosome remodeling by deacetylating lysine residues within histone tails^6^. Studies of the protein acetylome are continuing to advance such knowledge^7, 8^. Our prior work, showing that small molecule pan-HDAC inhibitors (HDACi) can increase Foxp3 acetylation and DNA binding and thereby enhance Foxp3+ T-regulatory (Treg) cell production and suppressive activity^9^, led us to analyze the roles of individual HDACs in Foxp3+ Treg cells. This is a necessary step since pan-HDACi can have undesirable effects that are thought to likely curtail their use beyond oncology^10^. Moreover, while gene deletion and/or pharmacological targeting of some HDACs, e.g. HDAC6^11^ and HDAC9^9, 12^, boosts Treg function, deletion of others, e.g. HDAC3^13^, ablates Treg suppressive function and leads to lethal autoimmunity. In the course of these studies, we have analyzed the biology of HDAC11 in Treg cells.

HDAC11 is the sole member of the class IV family of zinc-dependent HDACs, sharing sequence similarity to both class I and II HDAC proteins, and is the most recently identified and, at 39-kilodaltons, the smallest known HDAC^14^. HDAC11 is highly conserved between species, and is relatively tissue-specific in that high expression is limited to kidney, heart, brain, skeletal muscle, and testis^14^. However, along with HDAC10, HDAC11 is one of the least studied HDAC family members^6^. Recently, HDAC11 was identified as a transcriptional repressor of *Il10* expression in mouse and human antigen-presenting cells (APCs)^15^, and in a separate study, shown to associate with the survival of motor neurons (SMN) complex and regulate mRNA splicing^8^. Another HDAC, HDAC6, can physically associate with HDAC11 in both the cytoplasm and nuceli^14^. The association of HDAC6 and HDAC11 in APCs promotes *Il10* expression^16^. HDAC6 and HDAC11 also interact at the vitamin D receptor to regulate expression of MYC^17^, providing a second example of gene regulation by dynamic complexes that contain both HDAC6 and HDAC11 enzymes. We now report genetic and pharmacologic data as to the role of HDAC11 in Foxp3+ Tregs, and show that HDAC11 targeting can enhance Treg function and induce Treg-dependent suppression of allograft rejection.

## Results

### HDAC11 can co-associate with, and deacetylate, Foxp3

Foxp3 plays a central role in controlling Treg development and functions by regulating the expression of several hundred target genes that collectively determine the phenotype and suppressive activity of Treg cells^18^. In addition, the binding of Foxp3 to target genes is regulated by acetylation and deacetylation^9^. These considerations led us to first assess whether Foxp3 could physically interact with HDAC11. After transfection of 293 T cells with Flag-tagged Foxp3 and Myc-tagged HDAC11 constructs, cells were lysed, proteins immunoprecipitated with anti-Myc (HDAC11) antibody, and probed with anti-mouse Foxp3 and anti-Flag antibodies. We found that immunoprecipitation of HDAC11 led to co-precipitation of Foxp3 (Fig. 1A, Supplementary Fig. S1). Comparable results were found when proteins were immunoprecipitated with anti-Flag (Foxp3) antibody, and probed with anti-Myc (HDAC11) antibody (Fig. 1B, (Supplementary Fig. S2). Hence, Foxp3 and HDAC11 can co-associate.

**Figure 1:**
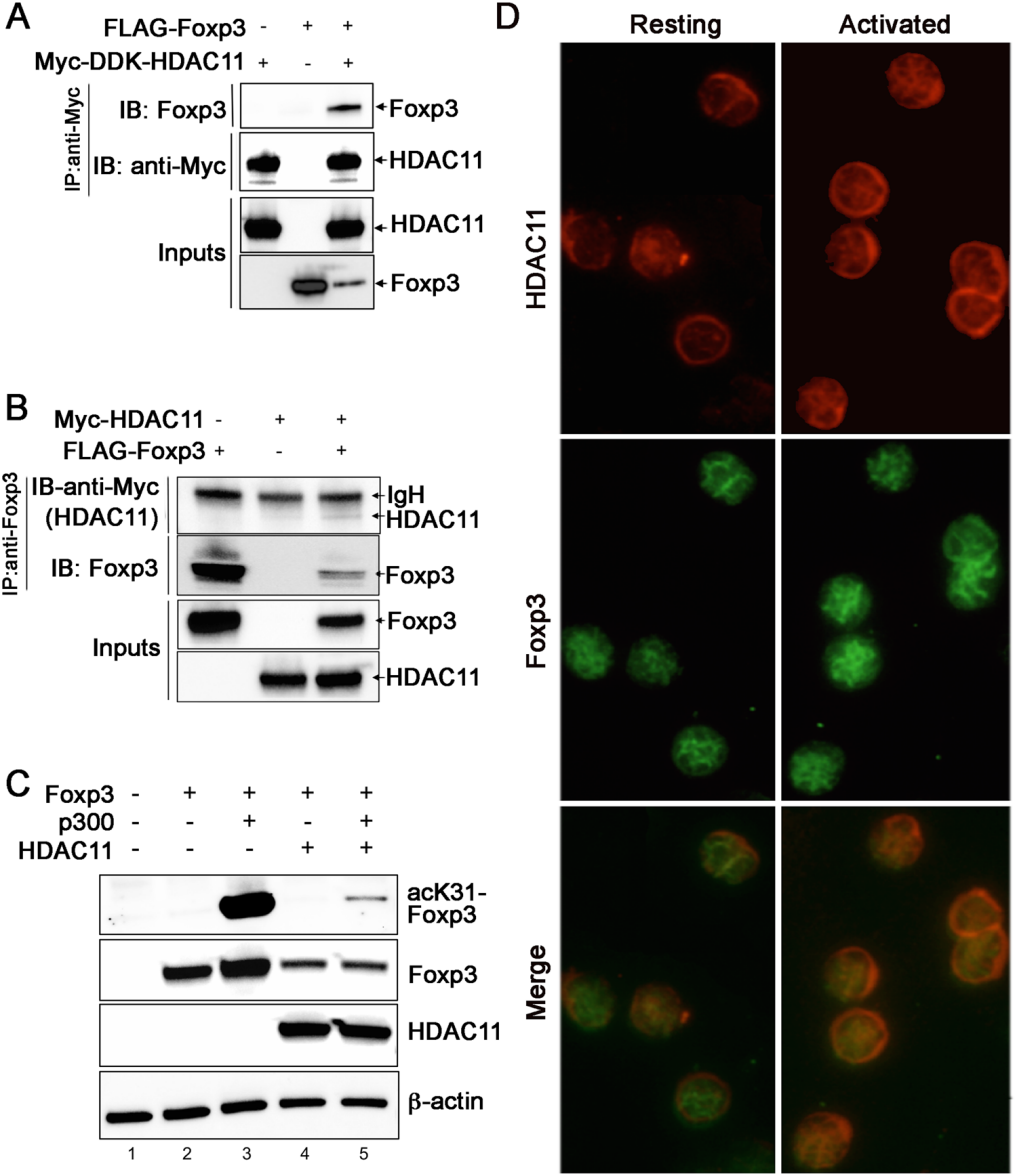
HDAC11 can associate with, and deacetylate, Foxp3. (**A**) Co-immunoprecipitation of Foxp3 protein when HDAC11 is immunoprecipitated from 293 T cells transfected with FLAG-tagged Foxp3 and Myc-tagged Hdac11; original uncropped gels are shown in Supplementary Fig. 1. (**B**) Co-immunoprecipitation of HDAC11 protein when Foxp3 is immunoprecipitated from 293 T cells transfected with FLAG-tagged Foxp3 and Myc-tagged HDAC11; original uncropped gels are shown in Supplementary Fig. 2. (**C**) Western blots showing that the acetylation of lysine-31 (K31) of Foxp3 by p300 (lane 3) is reversed by the presence of HDAC11 (lane 5); original uncropped gels are shown in Supplementary Fig. 3. (**D**) Detection of HDAC11 (nucleus and cytoplasm) and Foxp3 (nucleus) in resting Tregs, whereas CD3/CD28 mAb activation promotes their nuclear co-localization (original magnifications ×400).

Next, we tested whether HDAC11 could deacetylate Foxp3. Consistent with our previous report^19^, co-transfection of 293 T cells with Foxp3 and p300 led to a marked increase in Foxp3 acetylation (Fig. 1C, lane 3, and Supplementary Fig. S3). Cotransfection of 293 T cells with Foxp3 and HDAC11 led to decreased expression of Foxp3 (Fig. 1C, lane 4), consistent with knowledge that the binding of acetylated Foxp3 to a conserved noncoding sequence (CNS) within a Foxp3 intronic site (CNS2) is required for optimal and stable expression of Foxp3 protein^20^. Importantly, compared to the presence of Foxp3 and p300 (Fig. 1C, lane 3), the addition of HDAC11 decreased both Foxp3 expression and Foxp3 acetylation (Fig. 1C, lane 5). Hence, HDAC11 can bind to Foxp3 and promote its deacetylation.

Lastly, we undertook immunofluorescent localization of HDAC11 and Foxp3 in murine Treg cells. In freshly isolated, unstimulated cells, HDAC11 was detected within both cytoplasmic and nuclear regions, whereas Foxp3 was located almost entirely within the nuclei of Treg cells (Fig. 1D). However, activation with CD3/CD28 monoclonal antibodies (mAbs) led to the nuclear translocation of HDAC11, and co-localization of HDAC11 and Foxp3 within the nuclei of murine Treg cells (Fig. 1D). Hence, *in vitro* studies suggest that HDAC11 might contribute to the regulation of Foxp3 expression and function in Treg cells.

### Deletion of HDAC11 in Foxp3+ Tregs enhances Treg suppressive function

We conditionally deleted HDAC11 in Treg cells by crossing *Hdac11* ^fl/fl^ and Foxp3^YFP-Cre^ mice (Supplementary Fig. S4). The resultant (hereafter HDAC11−/−) mice developed normally and had no obvious phenotypic abnormalities. Flow cytometric analysis of T cell populations from the thymus, spleen or lymph nodes showed no significant differences between HDAC11−/− and WT mice (Fig. 2A). However, compared to WT Treg cells, Foxp3+ Treg cells lacking HDAC11 had an increased ability to inhibit the proliferation *in vitro* of conventional CFSE-labeled CD4 + CD25- T-effector (Teff) cells (Fig. 2B).

**Figure 2:**
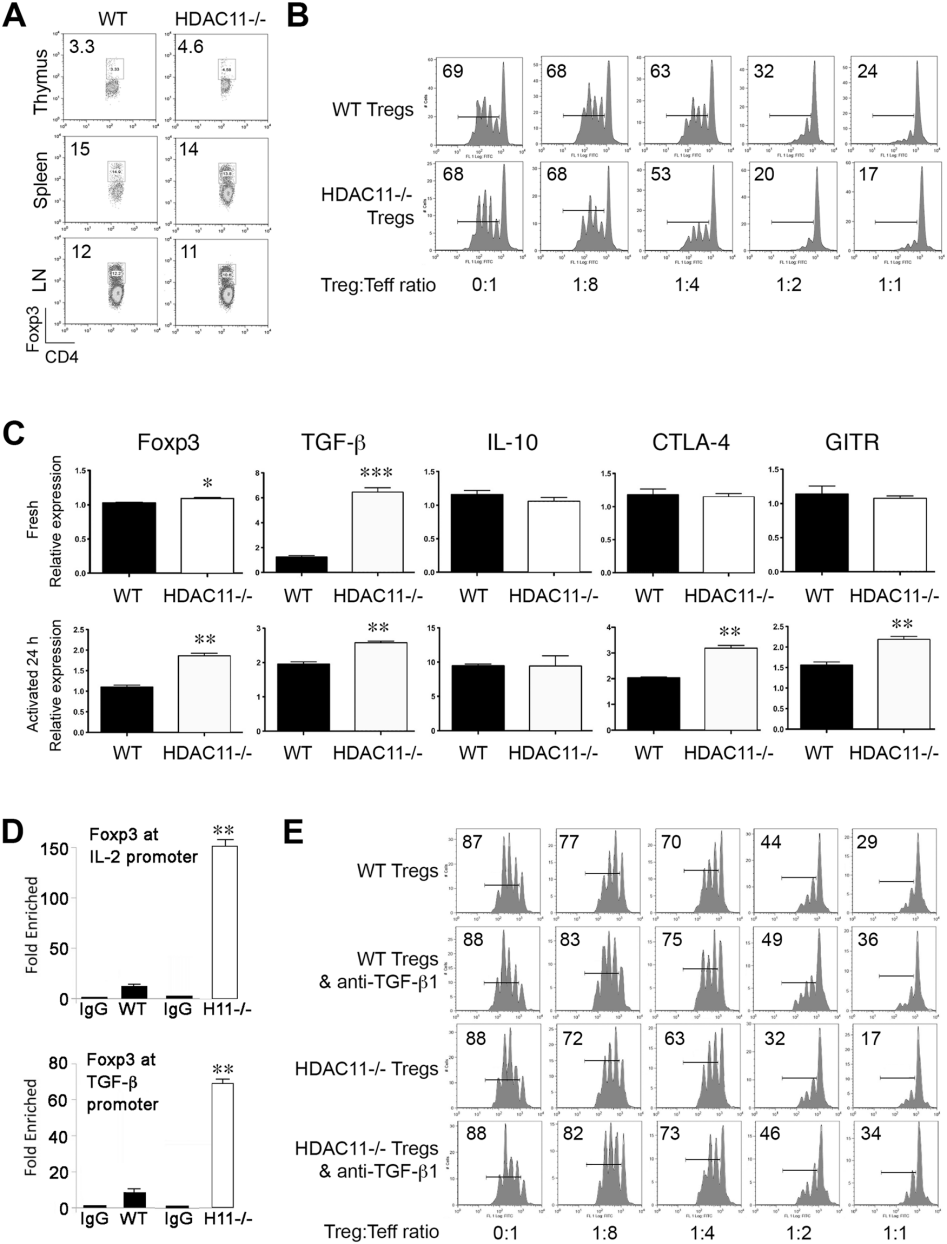
Conditional HDAC11 deletion promotes Foxp3+ Treg suppressive function. (**A**) Deletion of HDAC11 within developing Foxp3+ Tregs did not affect the proportions of thymic, splenic or LN Treg cells; data are from 4 to 6 weeks old male mice, and are representative of results in 4 mice/group. (**B**) *In vitro* Treg suppression assay of the proliferation of CFSE-labeled WT Teff cells using Tregs from WT vs. conditional HDAC11−/− mice, with percentage of proliferating cells shown in each panel, and representative of 4 separate experiments. (**C**) Gene expression (qPCR) by WT vs. conditional HDAC11−/− Tregs at rest or activated with plate-bound CD3/CD28 mAbs for 24 h; normalized gene expression data are shown as mean ± SD, 4 mice/group; *p < 0.05, **p < 0.01, ***p < 0.005. (**D**) ChIP assays comparing levels of Foxp3 binding at the IL-2 and TGF-β promoters in WT and HDAC11−/− Treg cells. (**E**) Enhanced Treg suppressive function *in vitro* is due, at least in part, to increased TGF-β production, as shown by normalization of the suppressive function of conditional HDAC11−/− Treg cells when incubated in the presence of a neutralizing anti-TGF-β mAb; the percentage of proliferating cells is shown in each panel and representative of 3 separate experiments.

Analysis of gene expression by real-time quantitative PCR (qPCR) showed that compared to WT Treg cells, freshly isolated HDAC11−/− Tregs had increased expression of Foxp3 (p < 0.05) and TGF-β (b < 0.001) (Fig. 2C). Upon cell activation, in addition to increased Foxp3 and TGF-β expression, HDAC11−/− Tregs showed increased expression of CTLA4 and GITR (p < 0.01), whereas their expression of IL-10 was not significantly different from WT cells under resting or activating conditions (Fig. 2C). ChIP assays showed that the enrichment of Foxp3 at the IL-2 and TGF-β promoters was markedly increased in HDAC11−/− vs. WT Treg cells (Fig. 2D). These data led us to test whether the increased TGF-β production by HDAC11−/− vs. WT Tregs contributed to their greater *in vitro* suppressive function. The addition of a neutralizing anti-TGF-β mAb largely erased the suppressive function of both WT and HDAC11−/− Tregs (Fig. 2E). Hence, HDAC11 deletion enhances expression of multiple Treg-associated genes, including Foxp3, and increases Treg suppressive function *in vitro* through a TGF-β dependent mechanism.

### Deletion of HDAC11 promotes chromatin remodeling and Treg gene expression

Foxp3 gene expression reflects the contributions of three evolutionarily conserved non-coding sequences (CNS) within Foxp3 intronic regions that function as enhancers, as well as the actions of the Foxp3 promoter itself. ChIP studies assessing acetylated H3-associated chromatin remodeling showed that deletion of Hdac11 increased chromatin accessibility at the Foxp3 promoter and at all 3 Foxp3 enhancer regions (Fig. 3A). Reporter assays using a luciferase-linked Foxp3 promoter showed that HDAC11 decreased the signal driven by NFκB/p65, alone or in the presence of transfected Foxp3, and impaired luciferase activity driven by p65, Foxp3 and the HAT enzyme, p300 (Fig. 3B). The inhibitory effects of HDAC11 at the Foxp3 promoter were reversed by use of JB3-22, an HDAC11 pharmacologic inhibitor (HDAC11i, IC_50_ 0.235 µM) (Fig. 3B). JB3-22 also partially reversed the inhibitory effect of HDAC11 on p300-induced Foxp3 acetylation at lysine 31 (Supplementary Fig. S5), consistent with the ability of HDAC11 to directly regulate acetylation of Foxp3.

**Figure 3:**
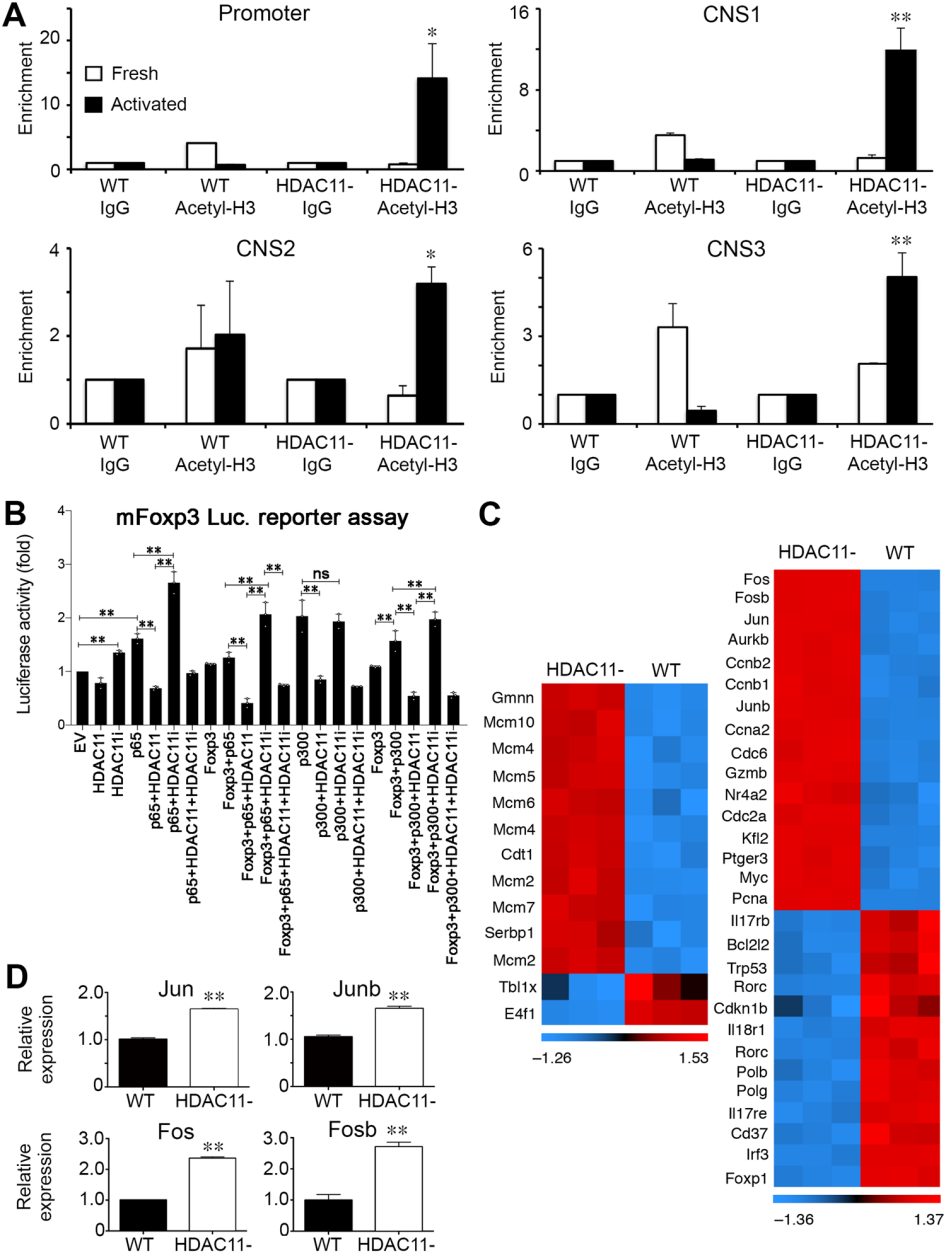
Conditional HDAC11 deletion promotes chromatin remodeling at the Foxp3 locus and Treg gene expression. (**A**) ChIP studies of the Foxp3 promoter and 3 enhancer regions in WT vs. conditional HDAC11−/− Treg cells, showing increased acetyl-H3 binding at all 4 sites in HDAC11−/− vs. WT Treg cells. (**B**) Luciferase reporter assays showing the impact of overexpression, and also inhibition, of HDAC11 in 293 T cells that were transiently transfected with murine Foxp3-promoter-Luc vector plus expression vectors for p65, HDAC11, Foxp3, and p300, as specified, or empty vector (EV) along with 50 ng of pRL-TK Renilla luciferase internal control vector; EV was added to ensure equal amounts of DNA per reaction. After 48 h, cells were treated with PMA (6 ng/ml) and ionomycin (1 μM) for 5 to 6 h, and 1 μM HDAC11i where specified, and cell lysates were harvested for luciferase assays. Firefly luminescence data was normalized to Renilla luminescence and analyzed by ANOVA (*p < 0.05, **p < 0.005); data are representative of the results of 3 or more independent experiments. (**C**) Heat-map of selected genes that were upregulated (red) or downregulated (blue) in conditional HDAC11−/− vs. WT Treg cells. (**D**) qPCR evaluation of WT vs. conditional HDAC11−/− Treg cells, showing increased expression of Jun, Junb, Fos and Fosb in HDAC11−/− Tregs; normalized data are shown as mean ± SD, 4 mice/group, and *p < 0.05, **p < 0.01.

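Most genes shown as higher in the heat map of Fig. 3C were called by their brightest probe set over the 6 arrays, and most of those shown as lower were not. The heat map names 39 genes, of which 36 were measured and 3 were not analysed here. Of 24 shown as higher, 20 were called by their brightest probe set and 4 more by a dimmer one. The 20 include Ptger3, for which no rise can be read. They also include Nr4a2, whose uncalled probe set was the brighter on the WT arrays alone, at 5.91 against 5.77. Of 12 shown as lower, 4 (E4f1, Il17rb, Bcl2l2 and Il18r1) were called by their brightest probe set and 8 only by a dimmer one. Of these 8, Il17re has the called probe set as the brighter on the WT arrays alone. No gene had a probe set called in the other direction. The genes were chosen by the study on these arrays, so their direction is not independent evidence.

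The cell-cycle genes Aurkb, Ccnb2, Ccna2 and Cdk1, which drive mitosis and its checkpoints, rose together. Ccnb2, Ccna2 and Cdk1 had log2 fold changes of 2.61, 2.37 and 1.93, and Aurkb was at least 4.23-fold higher, a bound since its WT level lay within the range of the bacterial controls. Klf2, a regulator of T cell trafficking, rose by 1.09, Myc by 0.72 and Pcna, the sliding clamp of DNA synthesis, by 0.59. Pcna, near the fold threshold, lost its call at 0.50 when scaled on the reference genes and at 0.58 without HDAC11−/− replicate 2. Nr4a2, an orphan receptor gene induced by T cell receptor signals, had 1 probe set at 1.97 and another at 0.06. Ptger3 has 1 probe set that was called higher, but its WT arrays lay within the range of the bacterial controls and its HDAC11−/− level did not exceed the highest of them in WT, so no fold is given. Its other probe set lay within that range in both genotypes.

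Among the genes shown as lower, Foxp1, a factor of T cell quiescence, had 7 probe sets. One fell by 2.64 on the log2 scale (SE 0.08, adjusted p = 4.30e-06 from limma), the brightest was at -0.48 (SE 0.07, adjusted p = 0.00187), and the others lay between -0.52 and 0.20. Irf3, a factor of the interferon response, fell by 1.97 in 1 of 4 probe sets and was at -0.26 in the brightest. Cd37, a tetraspanin, fell by 1.89 in 1 probe set and was at -0.01 in the brighter. The DNA polymerase genes Polb and Polg fell by 1.52 and 1.54 in 1 of 3 probe sets each and were at 0.04 and -0.37 in the brightest. Cdkn1b, which encodes the inhibitor p27, fell by 0.99 in 1 probe set and was at 0.07 in the brighter. Bcl2l2, an anti-apoptotic gene, fell by 0.82 in the brightest of 4 probe sets and was not called in the others.

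**Figure D1:**
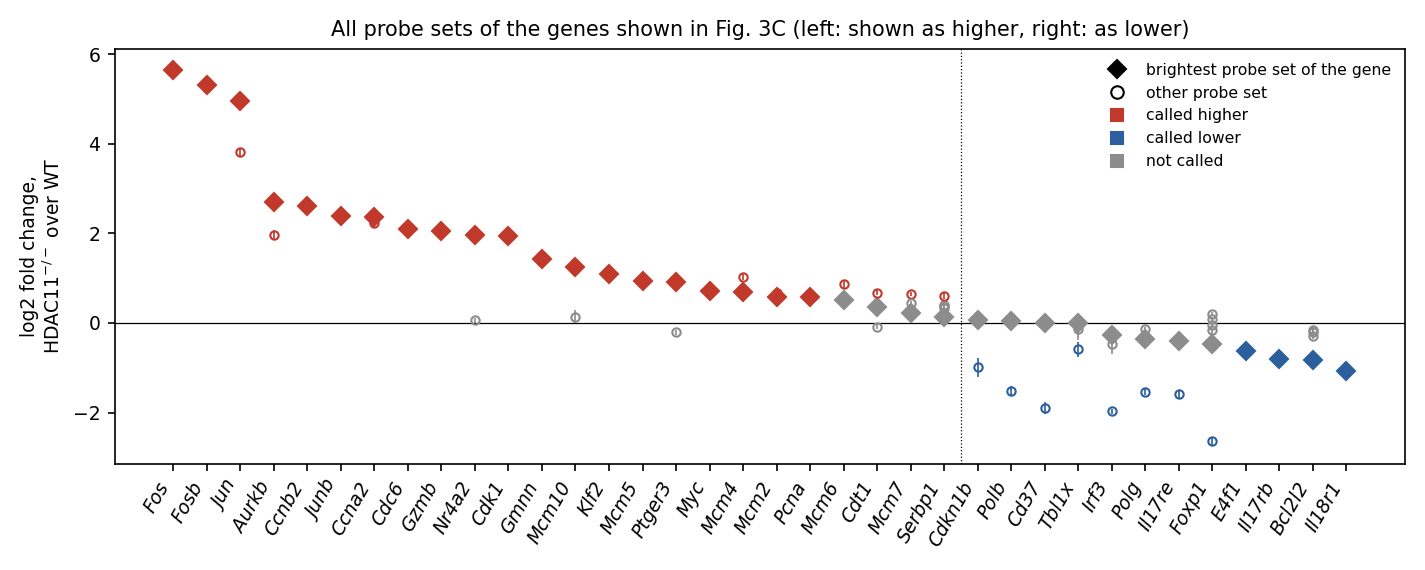
Log2 fold change (HDAC11−/− over WT, 3 arrays each, bars show the standard error) of all probe sets of the 36 measured genes of Fig. 3C, filled diamonds for the brightest probe set of a gene and open circles for the others. On the right, 8 of the 12 genes shown as lower have a brightest probe set that was not called, such as Foxp1 at -0.48, and a dimmer one that was.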

We next undertook microarray analyses of HDAC11−/− and WT Tregs to assess HDAC11-dependent global changes in gene expression (Fig. 3C and Supplementary Fig. S6). 

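Tregs of wild-type mice and of mice with a conditional deletion of HDAC11, made by Cre recombinase expressed with Foxp3, were compared on Affymetrix Mouse430A arrays, with 3 arrays per genotype. The cells were CD4+CD25+ Tregs taken by magnetic beads, a separation that enriches Tregs and can leave some other cells in the fraction. The 6 arrays separated by genotype: the first principal component held 80.9% of the variance, and the correlation between arrays was about 0.997 within WT, 0.998 to 0.999 within HDAC11−/− and 0.985 to 0.988 between genotypes. Called genes numbered 429 higher and 461 lower in HDAC11−/− Tregs.

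Hdac11 itself has 2 probe sets on the array. The brighter was at a log2 level of 6.31, 6.36 and 6.53 on the WT arrays and 6.36, 6.28 and 6.22 on the HDAC11−/− arrays, a log2 fold change of -0.12 (SE 0.07, adjusted p = 0.222 from limma). The other gave a log2 fold change of -0.10 (SE 0.12, adjusted p = 0.532). Where these probes lie relative to the deleted part of the gene is not given in the sources used here, so these values check neither the deletion nor the labels. The paper's own qPCR of HDAC11 in Tregs of this strain is in Supplementary Fig. S4. The Foxp3 probe set, at a log2 level of 3.68 ± 0.13 (SD, n = 3) in WT and 3.73 ± 0.16 (SD, n = 3) in HDAC11−/− Tregs, lay within the range of the bacterial control probe sets, whose highest averaged 5.39 in WT, so these arrays give no usable level of Foxp3.

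The authors normalized the arrays by RMA, which corrects the background, equalizes the distributions and summarizes the probes of each probe set as a log2 value. Their log2 values of 22671 probe sets were used without further normalization. After removal of 45 control probe sets, 22626 were tested with limma. Of these, 20380 carried 1 gene symbol, 691 carried several and 1555 carried none, and 12393 genes were covered. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold, the thresholds of the methods, and each gene was represented by its probe set with the highest mean. The paper used SAM, which was run as an alternative. The arrays are labelled as separate samples, without saying whether each came from its own mouse, so the p-values measure only the spread between these samples. RMA assumes that most probe sets do not differ: arrays scaled on 16 reference genes gave 613 probe sets higher and 1537 lower, and scaled on the spike-in controls 1219 higher and 933 lower, against 876 and 1138 on the deposited scale. The spike-in scale averages 27 bacterial control probe sets that lie at background, with a mean of 3.32 in WT, and 3 of cre, which were at 14.27 in WT and 13.79 in HDAC11−/−. In alternatives added after the data were seen, the bacterial controls alone gave 979 higher and 1053 lower and cre alone 7310 and 331. The cre probe sets lie near the top of the array range, which reached 14.68 on WT replicate 1 and 14.73 on HDAC11−/− replicate 1. HDAC11−/− Tregs express Cre, which could raise this signal but not lower it. The B2 repeat control fell alike, from 14.36 to 13.88. Neither Cre nor a lower top of the range accounts for these falls. A shift of scale and another limit of these probe sets stay open. The balance of rises and falls, and calls of single small falls, depend on the scale. The balance depends also on the reference genes, which hold no cre. On the deposited scale 6 of these 16 genes rose and none fell at an adjusted p under 0.05, with a median of 0.08. Scaling on them therefore cannot tell a shift of scale from a rise of these genes.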

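Genes of DNA replication licensing and initiation were higher in HDAC11−/− than in WT Tregs. Of 21 measured genes of this process, listed before the data were examined, 11 were called higher and none lower. The counts were 11 and 0 also when adjusted over the list alone. Fisher's exact test gave a Benjamini-Hochberg adjusted p of 1.80e-10. Camera gave an adjusted p of 2.33e-08, and 0.0256 with an estimated correlation. The list holds genes of Fig. 3C, such as Cdc6, Gmnn and Mcm2, which the study chose on these arrays. Its tests are therefore not independent of that choice, and the list was not tested without those genes. Other cell-cycle genes rose as well. Of 48 mitotic genes 42 were higher, with a median log2 fold change of 1.55 against 0.59 for the licensing list. Of 31 genes of DNA synthesis in S phase 16 were higher. The rise of the licensing genes was not tested apart from this wider rise. Cdc6, which loads the helicase onto replication origins, rose from a log2 level of 5.91 ± 0.07 (SD, n = 3 arrays) to 8.00 ± 0.09 (SD, n = 3). Gmnn, which encodes geminin, the inhibitor of Cdt1, had a log2 fold change of 1.43 (SE 0.05, adjusted p = 1.00e-05 from limma). Cdc45, a helicase partner, had a log2 fold change of 1.13 (SE 0.06, adjusted p = 2.92e-05).

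Among the Mcm genes, Mcm10, Mcm3, Mcm5, Mcm4 and Mcm2 were called, with log2 fold changes of 1.25, 0.94, 0.93, 0.68 and 0.59. Mcm6 and Mcm7, at 0.50 and 0.22 in their brightest probe sets, passed the adjusted p (0.000397 and 0.00588) but not the fold threshold. Each had a dimmer probe set that was called, at 0.88 for Mcm6 and 0.65 for Mcm7. Cdt1, which loads the Mcm complex, had 3 probe sets. The brightest was at 0.36 (adjusted p = 0.00117), another was called at 0.68, and the dimmest lay within the range of the bacterial controls. Serbp1, shown in the same panel of Fig. 3C, had 5 probe sets from 0.12 to 0.61, of which 1 was called. The panel's 9 genes were chosen by the study on these arrays, so its count of 5 called by the brightest probe set is not independent evidence of their direction. Mcm2, near the fold threshold, lost its call at 0.50 when scaled on the reference genes. It also lost it at 0.56 without WT replicate 3 and at 0.58 without HDAC11−/− replicate 2. Mcm10 lost its call when only probe sets without a suffix for shared transcripts were used, which leaves a probe set within the range of the bacterial controls in both genotypes.

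**Figure D2:**
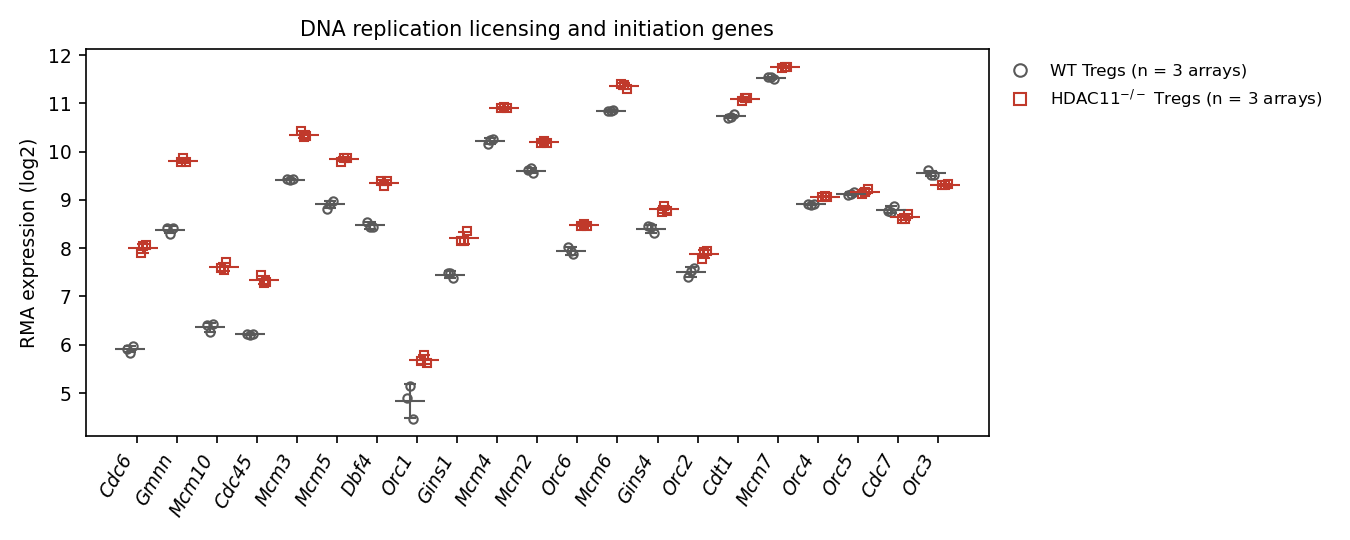
RMA expression (log2) of the 21 licensing and initiation genes on each array, with the mean and SD of 3 arrays per genotype as bars, ordered by fold change. The HDAC11−/− arrays lie above the WT arrays from Cdc6, at a log2 fold change of 2.09, to genes with little difference such as Orc5, at 0.04, and Orc3 and Cdc7 are at -0.23 and -0.16.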

HDAC11 deletion led to the induction of a series of genes previously linked with DNA replication licensing control, including Cdt1, geminin and at least 6 of the genes associated with the hexameric minichromosome maintenance (MCM) DNA helicase^21, 22^. HDAC11 deletion also decreased expression of additional genes known to interact with, or to be regulated, by HDAC11, including E4f1 and Tblx1^8, 17^. 

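E4f1 encodes a zinc finger repressor of cell-cycle genes, and Tbl1x a subunit of the N-CoR and SMRT corepressor complexes that hold HDAC3. E4f1, with a single probe set, fell from a log2 level of 9.94 ± 0.03 (SD, n = 3) in WT to 9.32 ± 0.03 (SD, n = 3) in HDAC11−/− Tregs, a log2 fold change of -0.63 (SE 0.04, adjusted p = 0.000115 from limma). The call of E4f1 depends on the scale. It was kept at -0.60 when the arrays were scaled on the bacterial controls alone, which lie at background. It was lost at -0.56 on their average with cre and at -0.15 on cre alone. The cre probe sets lie near the top of the array range. Cre expressed in HDAC11−/− Tregs could raise their signal but not lower it, and it fell. A shift of scale or a limit of these probe sets stays open, so these losses alone do not decide the call. Tbl1x has 3 probe sets that differ. The brightest, at a WT level of 10.92, had a log2 fold change of -0.01 (SE 0.05, adjusted p = 0.869). The second, at a WT level of 7.89, fell by 0.59 on the log2 scale (SE 0.16, adjusted p = 0.0257), just past the fold threshold. The third was at -0.15 (SE 0.23, adjusted p = 0.628). Of 13 measured HDAC and sirtuin genes, none was called in either direction by limma or SAM. At an unadjusted p under 0.05 from limma 2 rose and 5 fell, as at the adjusted one, and the list median was -0.11. HDAC6, which the paper examines as a partner of HDAC11, had a log2 fold change of -0.40 (SE 0.07, adjusted p = 0.00381), short of the fold threshold.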

With regard to genes relevant to Treg biology, HDAC11 deletion decreased expression of Rorc and multiple cytokine receptor genes and increased expression of Fos, Fosb, Jun and Junb, whose protein products dimerize to form the AP-1 transcription factor which binds to the Foxp3 promoter^23^, CNS1^24^ and CNS2^25^ regions. 

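The 4 AP-1 genes named by the paper were among the most changed genes of the arrays. Fos rose from a log2 level of 7.72 ± 0.07 (SD, n = 3) to 13.37 ± 0.01 (SD, n = 3), a 50.3-fold difference (adjusted p = 1.06e-07 from limma). Jun was 31.2-fold higher (adjusted p = 1.65e-06), and its second probe set had a log2 fold change of 3.82. Fosb was at least 26.0-fold higher (adjusted p = 1.67e-06), a bound since its WT level lay within the range of the bacterial controls. Junb was 5.25-fold higher (adjusted p = 1.65e-06). Of 16 AP-1 genes measured, these 4 were called higher, Maf and Batf3 were called lower at -0.76 and -0.86, and 10 were not called. Fisher's exact test for higher genes gave an adjusted p of 0.00622. Camera gave an adjusted p of 0.0210, and 0.137 with an estimated correlation. The 4 higher genes were chosen by the study on these arrays, so neither test is independent evidence of a rise of AP-1 genes. Immediate early genes outside AP-1, which respond within minutes to stimulation or cell handling, also rose, with 16 of 29 higher and none lower, and Klf4 and Ppp1r15a among them at log2 fold changes of 4.03 and 3.57. Of 12 heat shock genes, only Hspa5 was called by its brightest probe set, at 0.59, and 6 by any probe set. Without a fold threshold 9 rose and none fell at an adjusted p under 0.05, with a list median of 0.37 (camera adjusted p = 0.000262, and 0.0545 with an estimated correlation).

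Of 44 cytokine receptor genes, 5 were called lower and 1 higher (Fisher's exact test for lower genes, adjusted p = 0.142; camera adjusted p = 0.146, and 0.190 with an estimated correlation; the same counts when adjusted over the list alone). The lower genes were Il18r1, Il1r1, Il17rb, Il18rap and Acvr2a, with log2 fold changes of -1.07, -1.30, -0.81, -0.73 and -0.66. Bmpr2 was higher at 0.59, a call lost with array quality weights among other alternatives. Il17re, shown in Fig. 3C, was 3.02-fold lower in 1 probe set and had a log2 fold change of -0.41 in the other, which was not called. The called probe set was the brighter in WT, at 8.60 against 8.20, and the dimmer over all 6 arrays. Genes typical of Th17 cells were lower in 7 of 18 cases and higher in none (Fisher's exact test, adjusted p = 3.88e-05; camera adjusted p = 0.00443, and 0.138 with an estimated correlation), among them Tmem176a at -1.46, Tmem176b at -1.32 and Blk at -2.48. Markers of other cells moved with genotype as well. Lower in HDAC11−/− were 7 of 15 B cell genes, such as Ms4a1 at -1.84, 5 of 17 dendritic cell genes, such as the MHC class II gene H2-Aa, 3.04-fold lower, and 5 of 17 CD8 T and NK cell genes, such as Fcer1g at -1.32, while Klrc1 of the last list was higher at 0.63. Higher were 6 of 21 monocyte and macrophage genes, such as Vcam1 at 1.35. Of these 21, 11 lay within the range of the bacterial controls in WT. The median of 0.22 was 0.006 with genes in that range in both genotypes left out and those in it only in WT at their bound. With an estimated correlation the camera adjusted p of these lists was 0.0528 for B cells, 0.102 for dendritic cells, 0.190 for CD8 T and NK cells and 0.166 for monocytes and macrophages.

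**Figure D3:**
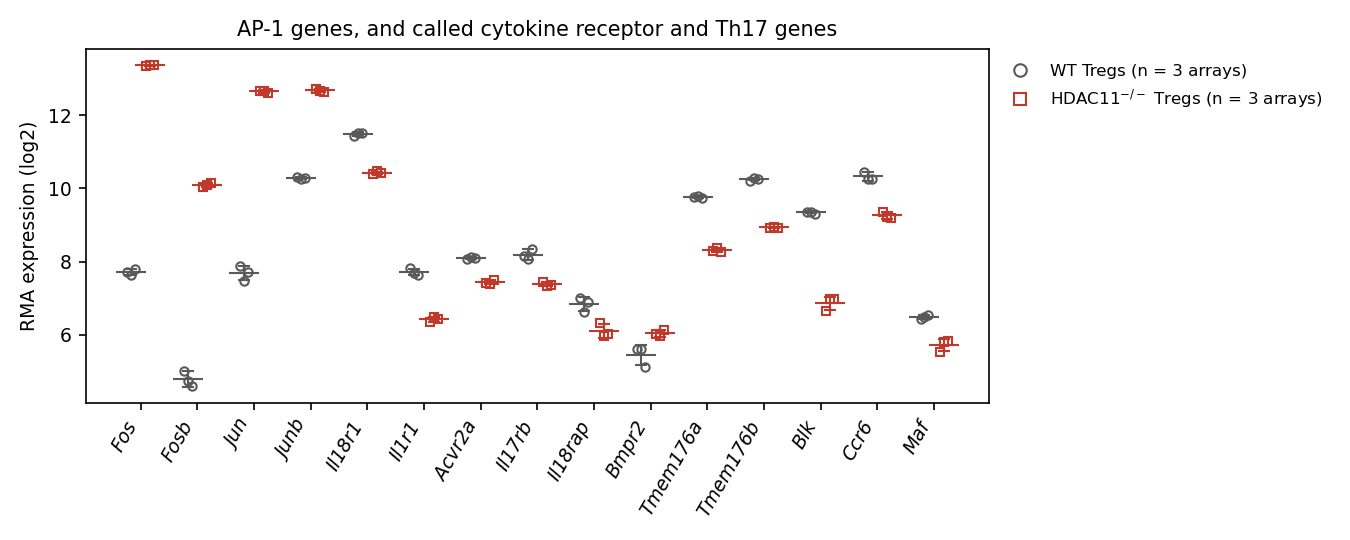
RMA expression (log2) on each array of the 4 AP-1 genes of the paper and of the cytokine receptor and Th17 genes that were called, with the mean and SD of 3 arrays per genotype as bars. The AP-1 genes and Bmpr2 are higher on the HDAC11−/− arrays, and the others, such as Il18r1 at a log2 fold change of -1.07, are lower.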

Increased expression of Fos, Fosb, Jun and Junb genes in HDAC11−/− vs. WT Tregs was confirmed by qPCR (Fig. 3D). Hence, HDAC11 deletion in Foxp3+ Tregs promotes expression of genes important to protection against oxidative stresses^22^ and important to the development and maintenance of the Treg lineage^23^.

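Antioxidant genes had a small rise in HDAC11−/− Tregs as a list, which did not pass every test. The median log2 fold change was 0.17, or 0.08 when scaled on the reference genes and 0.24 on the spike-in controls. Of 40 measured, 3 were called higher and none lower (3 and 0 also when adjusted over the list alone), while 19 rose and 6 fell at an adjusted p under 0.05 with no fold threshold (camera adjusted p = 0.00347, and 0.0626 with an estimated correlation; Fisher's exact test for higher genes, adjusted p = 0.311). The 3 were Gsr, glutathione reductase, at a log2 fold change of 0.92 (SE 0.06, adjusted p = 0.000108 from limma), Prdx4, a peroxiredoxin, at 0.86 (SE 0.08, adjusted p = 0.000293), and Txn1, thioredoxin, at 0.66 (SE 0.06, adjusted p = 0.000232). Nfe2l2, which encodes the master regulator Nrf2, was at -0.01.

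Of 38 genes of the Treg signature, 5 were called higher and 1 lower (the same when adjusted over the list alone; Fisher's exact test for higher genes, adjusted p = 0.0293; camera adjusted p = 0.161, and 0.211 with an estimated correlation), and the list's median log2 fold change was 0.03, or -0.06 when scaled on the reference genes. Higher were Gzmb, which encodes granzyme B, at 2.06, the anti-inflammatory cytokine gene Il10 at 1.41, and the effector Treg genes Klrg1 at 1.11 and Ccr8 at 0.96, and Rgs16 at 1.09. Ptger2 was lower at -0.67. Ctla4 at 0.50 (adjusted p = 0.000269) and Tgfb1 at 0.34 (adjusted p = 0.00265) passed the adjusted p but not the fold threshold. Il2ra, which encodes CD25, and Nrp1 were at -0.01 and 0.01. The paper's own conclusion follows its array and qPCR results, among them those on licensing and AP-1 genes, and not the lists above. The paper concludes that HDAC11 deletion in Tregs raises genes of protection against oxidative stress and of the Treg lineage. For the former it cites a study that it also cites for the licensing genes, and for the latter one that it also cites for the binding of AP-1 to the Foxp3 promoter.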

### HDAC11 deletion promotes Treg-dependent allograft survival

We used 3 murine allograft models to assess the effects of HDAC11 gene deletion *in vivo*. First, we performed cardiac allografting using fully MHC-disparate BALB/c donors (H-2^d^) and C57BL/6 recipients (H-2^b^), comparing survival in WT mice versus those lacking HDAC11 within their Foxp3+ Treg cells. Recipients were treated with a sub-therapeutic regimen of 14 days of rapamycin (RPM, 0.2 mg/kg/d, i.p.), beginning on the day of engraftment, that dampens conventional T cell responses but preserves Foxp3+ Treg cell function^9^. In contrast to cardiac allografts that were acutely rejected in WT mice, mice whose Tregs lacked HDAC11 but were otherwise comparable maintained their grafts long-term (>100 days, p < 0.01) (Fig. 4A). Compared to grafts harvested at day 7 post-transplant from WT recipients that showed diffuse mononuclear cell infiltration and extensive myocytolysis, grafts from mice with HDAC11−/− Tregs showed only small focal mononuclear infiltrates and had well preserved myocardia and vessels (Fig. 4B).

**Figure 4:**
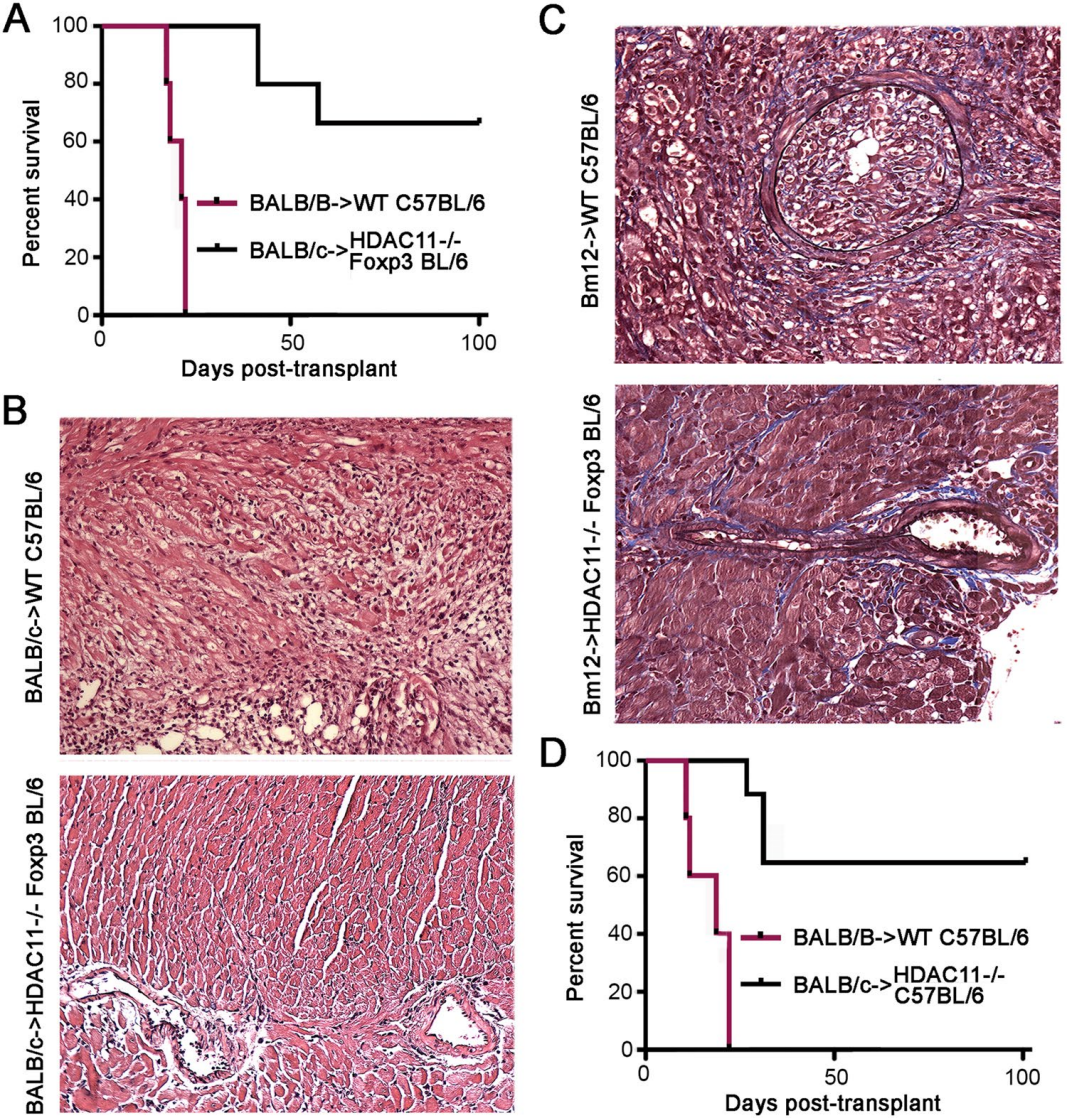
Effects of conditional or global HDAC11 deletion on cardiac allograft survival. (**A**) Compared to the acute rejection of BALB/c cardiac allografts in WT recipients, about two thirds of allografts in mice with conditional deletion of HDAC11 within their Tregs survived for >100 days (p < 0.01, n = 6 allografts/group). (**B**) Histology (H&E) of corresponding cardiac allograft groups as shown in panel (A) when harvested at day 7 post-transplant; note the absence of graft infiltration and myocyte necrosis in HDAC11−/− hosts compared to WT controls. (**C**) Histology of Bm12 cardiac allografts harvested at 30 days post-transplant from WT mice or mice with conditional deletion of HDAC11 within their Foxp3+ Treg cells, with a marked difference in the development of transplant arteriosclerosis (p < 0.001), myocyte injury and mononuclear cell infiltration (see Results for quantitative data on vessel scores for the 2 groups). (**D**) Compared to the acute rejection of BALB/c allografts in WT recipients, about two thirds of cardiac allografts in mice with global deletion of HDAC11 within their Tregs survived for >100 days (p < 0.01, n = 10 allografts/group).

In a second model, WT mice or mice lacking HDAC11 within their Foxp3+ Treg cells were transplanted with class IIa-disparate Bm12 cardiac allografts; recipients received no additional therapy. This class II MHC-mismatched strain combination is widely used to model the development of transplant arteriosclerosis^26, 27^, a major and persistent problem in clinical transplantation^28^. Allografts harvested from WT recipients at 30 d post-transplant showed severe intimal proliferation within muscular arteries (mean vessel score of 2.3 ± 0.3), as well as focal infarcts and dense interstitial mononuclear cell infiltrates, whereas lack of HDAC11 within recipient Tregs led to preservation of myocardial tissues and an absence of intimal proliferation (mean vessel score of 0.2 ± 0.1, p < 001) (Fig. 4C).

In a third model, we tested whether constitutive deletion of HDAC11 affected alloresponsiveness, using the fully MHC disparate BALB/c- > C57BL/6 combination plus 14 d of low-dose RPM therapy (RPM, 0.2 mg/kg/d, i.p.). As with conditional deletion in in Tregs (Fig. 4A), global deletion of HDAC11 protected mice against the acute rejection seen in WT recipients, with 60% surviving long-term (>100 d, p < 0.01) (Fig. 4D). These data show that conditional deletion of HDAC11 within Foxp3+ Tregs can markedly prolong allograft survival across a full MHC disparity, and can protect against the development of transplant arteriosclerosis. The beneficial effects of global deletion in allograft recipients likely have translational significance, given that a small molecule inhibitor of HDAC11 would target conventional T cells and other cellular components of host alloresponses, in addition to the Treg population.

### Pharmacologic targeting of HDAC11 promotes Treg suppression and long-term allograft acceptance

The effects of HDAC11 gene deletion of allograft survival (Fig. 4) led us to assess the effects of an HDAC11i (JB3-22) on Treg function *in vitro*, and allograft survival *in vivo*. Our studies were informed by our own (Supplementary Fig. S7) and previous findings that HDAC11 can physically associate, in both the cytoplasm and nucleus, with HDAC6^14^, and that pharmacologic inhibitors of HDAC6 boost Treg function and, in conjunction with a 14-day course of low-dose RPM, promote long-term cardiac allograft survival in murine models (BALB/c- > C57BL/6)^11^. Accordingly, we began by comparing the effects of HDAC11i on WT, HDAC6−/− and HDAC11−/− Tregs *in vitro* (Fig. 5A). Both HDAC6−/− and HDAC11−/− Tregs had increased suppressive function as compared to WT Treg cells, despite addition of DMSO-containing compound diluent, whereas in the absence of Tregs (0:1 ratio) B6 conventional T cells proliferated to a comparable extent (Fig. 5A, upper panel). Addition of the HDAC11i (0.1 µM) significantly increased Treg suppressive function of WT Tregs compared to DMSO-treated Treg cells, and also increased the suppressive function of HDAC6−/− Tregs compared to DMSO-treated Tregs, but had no added benefit when HDAC11−/− Tregs were used (Fig. 5A, lower panel). These data indicate that an HDAC11i was able to increase Treg function in HDAC6−/− Tregs but, consistent with specificity of the compound for HDAC11, had no effect using HDAC11−/− Treg cells. We then tested the HDAC11i (10 mg/kg/d, 14 d, i.p.) plus low-dose RPM (0.2 mg/kg/d, 14 d) in the BALB/c- > C57BL/6 cardiac allograft model. Allografts in WT recipients were acutely rejected, whereas allograft recipients receiving HDAC11i therapy showed long-term (>100 d) cardiac allograft survival (p < 0.01) (Fig. 5B). We conclude that HDAC11 targeting for 2 weeks post-transplant can promote Treg suppressive activity and lead to long-term allograft survival.

**Figure 5:**
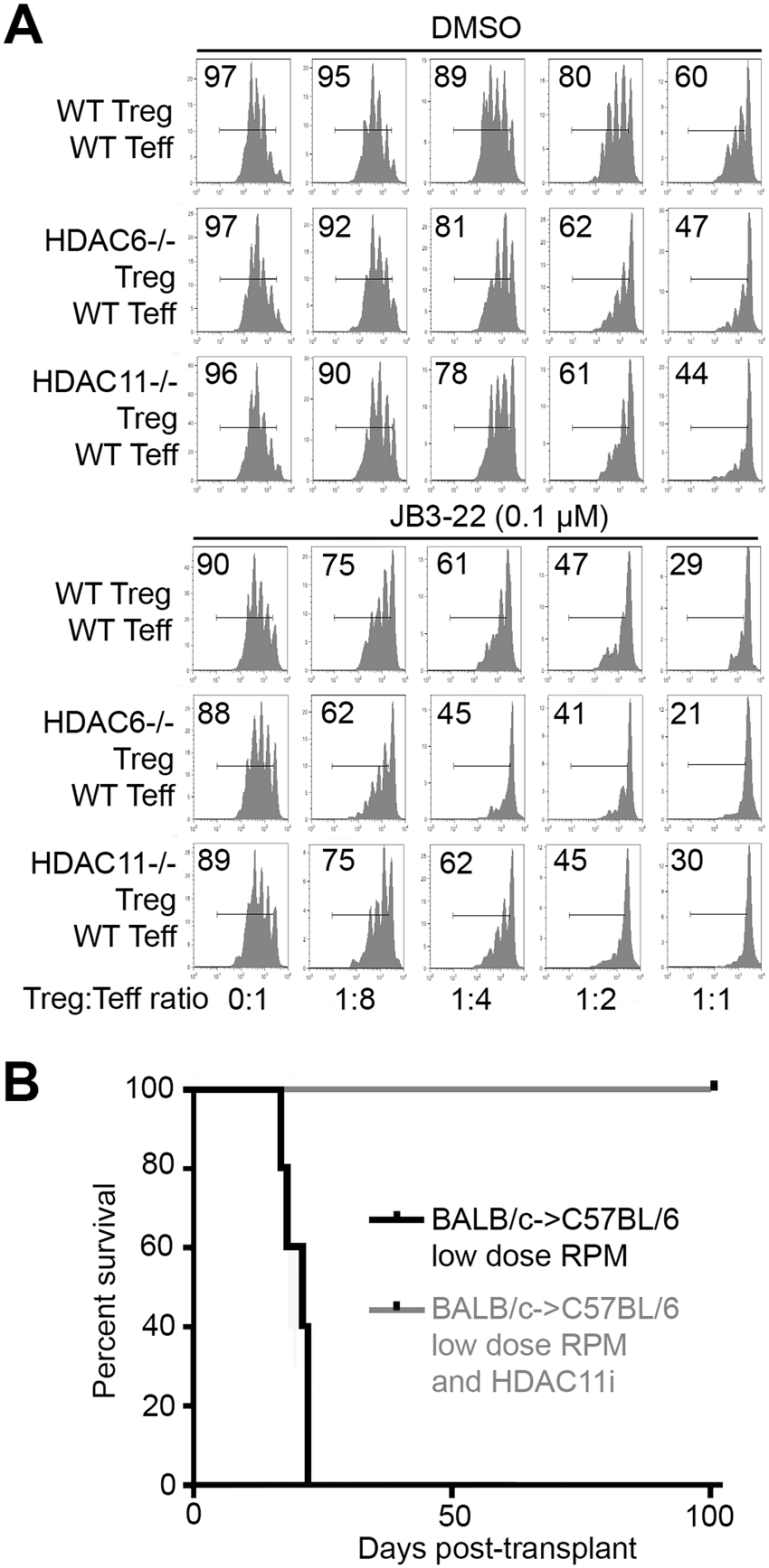
Effects of pharmacologic inhibition of HDAC11 on Treg function and allograft survival. (**A**) Testing of the *in vitro* effects of the HDAC11i, JB3-22, on WT, Hdac6−/− and HDAC11−/− Treg suppressive function. Upper 3 rows show baseline function of WT vs. HDAC6−/− and HDAC11−/− Tregs in the presence of DMSO carrier alone; proliferation of CFSE-labeled conventional T cells is shown in each panel. The lower 3 rows show the effects of HDAC11i (0.1 µM) on Treg function using the same cell types as tested above. The point is that HDAC11i further increases the suppressive function of WT and HDAC6−/− Tregs, but does not have any additional effects on the suppressive function of HDAC11−/− Treg cells. Data are representative of 3 separate assays. (**B**) Effects of HDAC11i (JB3-22, (10 mg/kg/d, 14 d, i.p.) plus low-dose RPM (0.2 mg/kg/d, 14 d) in the BALB/c- > C57BL/6 cardiac allograft model. Control mice receiving low dose RPM rejected their allografts within 2–3 weeks, but cardiac allografts were maintained long-term (>100 days, p < 0.01) in recipients treated for 2 weeks with low dose RPM plus HDAC11i therapy; 6 allografts/group.

## Discussion

Since its discovery, cloning and report of its limited tissue distribution in 2002, HDAC11 garnered relatively little attention compared to most other HDACs and its functions were largely unknown, until two reports in 2009. First, HDAC11 was shown to contribute to control of DNA replication involving sequential recruitment of Cdc6, Cdt1 and several Mcm proteins^29^. HDAC11 deacetylates Cdt1, regulating its ubiquitination and proteasomal degradation, and thereby limits DNA replication. Second, HDAC11 was shown to regulate chromatin accessibility within the *Il10* promoter region, such that knockdown of HDAC11 enhanced antigen-presenting cells (APC) production of IL-10 in response to LPS stimulation^15^. In a follow-up study by the same group, HDAC11 was shown to inhibit the development of myeloid derived suppressor cells (MDSC)^30^.

Moving beyond the role of HDAC11 in myelopoiesis, the current study assessed the role of HDAC11 in Foxp3+ Treg cells. This work was undertaken as part of our ongoing studies of the roles of individual HDAC isoforms in Treg cells, and whether such isoforms may be usefully targeted for therapeutic effect. Deletion of certain isoforms such as HDAC6^11, 31^ and HDAC9^9, 11, 12^ increase Treg function *in vitro* and *in vivo*, though only HDAC6 has been targetable pharmacologically^32, 33^. Deletion of other HDAC enzymes, such as HDAC3^13^ and HDAC5^34^ impaired Treg function, and in the case of HDAC3 led to lethal autoimmunity. Hence, to date, HDAC6 targeting appears to be the best option for pharmacologic enhancement of Treg function, with potential utility in the management of patients undergoing organ transplantation or in patients suffering from autoimmune diseases. The current study presents data showing that genetic and pharmacologic targeting of HDAC11, like that of HDAC6, has therapeutic potential.

Deletion of HDAC11 promotes Foxp3 protein acetylation, which increases its DNA binding^9, 35^. However, additional mechanisms likely also contribute to the increased Treg suppressive function in HDAC11-targeted mice. These include promoting an open chromatin structure at the Foxp3 promoter and all 3 CNS regions within Foxp3 intronic regions; facilitating the actions of transcription factors such as NFκB and AP-1 that regulate Foxp3 expression; and promoting expression of Foxp3 and several other genes important to Treg function, including TGF-β, CTLA-4 and GITR, though not IL-10. The net effect of these effects of HDAC11 deletion was an increase in Treg suppressive function, that *in vitro*, was largely attributable to increased TGF-β production. Treatment of WT Tregs with an HDAC11 inhibitor also increased Treg suppressive function.

Translation of these findings to *in vivo* models was assessed using transplant studies. Remarkably, in conjunction with a 2-week sub-therapeutic course of RPM, deletion of HDAC11, or concomitant use of an HDAC11i in WT recipients, resulted in long-term cardiac allograft survival, as well as protection against the development of transplant arteriosclerosis, a hallmark of chronic allograft dysfunction and a common complication of clinical organ transplantation^28^. Adoptive transfer of human Tregs into chimeric humanized mice was previously shown to protect arterial grafts from developing transplant arteriosclerosis^36^, especially when combined with RPM therapy^37^. The current studies show that comparable protection in a more biologically relevant model can be achieved by pharmacologic therapy. The pathogenesis of transplant arteriosclerosis is complex and multi-faceted, though roles for T and B cells are implicated, in addition to the well-established involvement of macrophages and smooth muscle cells that undergo activation and infiltration into the expanded intima^38, 39^. While additional research will be required to assess the points at which Foxp3+ Tregs modulate such arterial injury and gradual occlusion, beyond their effects on other T cells, as well as monocytes, macrophages, dendritic cells, natural killer cells, neutrophils and B cells, Foxp3+ Tregs are capable of suppressing various deleterious functions of non-immune cells, including that of endothelial and vascular smooth muscle cells, in disease models^40–42^.

Clinical trials involving the adoptive transfer of large numbers of Foxp3+ Tregs are currently at the Phase I stage in various centers worldwide. While no data are yet publicly available, these studies entail considerable expense and expertise to isolate and expand the requisite Foxp3+ Treg populations, and are envisaged in most cases as a single injection of cells in the early post-transplant period. Treg biology is more complex in humans than in mice, and even their isolation and characterization is not straightforward^43^. Thus, unlike in rodents in which Foxp3 has been engineered to be linked with various fluorescent proteins to allow efficient cell isolation, the surface signatures of human Tregs identifiable by flow cytometry are not diagnostic, and conventional T cells can transiently express FOXP3 upon cell activation. As a result, isolated preparations of CD4 + CD25 + CD127^lo^ Tregs used for clinical cell therapy involve purities as low as 76% FOXP3+ cells^44^, and there are important concerns as to the safety of infusion of such mixed cell populations in transplant recipients. An important confounding variable is these trials is use of concomitant immunosuppression with calcineurin inhibitors that are a mainstay of modern immunosuppression, but which impair Treg function even when used at low concentrations^45^. The current studies suggest that the epigenetic regulation of Foxp3 expression and function using a combination of an HDAC11i and RPM may offer considerable advantages over Treg cell therapy, including ease of use, titratable dosing and the option of intermittent or sustained administration.

Lastly, while HDAC11 is overexpressed in various carcinomas compared to normal tissues, its depletion causes inhibition of tumor cell metabolism and their death, and comparable effects are seen when tumor cells are transfected with catalytically inactivated HDAC11 constructs^46^. However, HDAC11 depletion in normal cells does not affect their metabolism or promote their deatth^46^. These findings, along with the data from the current study, including the good health of globally HDAC11-deficient mice, suggest that HDAC11 targeting would not necessarily increase risk of tumor formation or normal cell injury. Such considerations support our ongoing efforts to develop potent and selective HDAC11i compounds that are suitable for clinical therapy.

## Methods

### Mice

We used male WT BALB/c, WT C57BL/6, and MHC class II variant H2-Ab1^bm12^ (Bm12/B6) mice from The Jackson Laboratory, plus Foxp3^YFP-Cre^ mice^47^, and HDAC11^fl/fl^ and globally HDAC11-deleted mice^15^. The latter 3 strains were backcrossed on the C57BL/6 background at least 8 times, and all mice were used at 6–8 weeks of age unless specified. Animal studies were approved and undertaken in accordance with the regulations and guidelines of the Institutional Animal Care and Use Committee of The Children’s Hospital of Philadelphia.

### Antibodies and flow cytometry

Single cell suspensions were stained with mAbs directed against CD4 (BD Bioscience, Pacific blue, clone RM4-5, #558107), CD8 (PE-Cy7, eBioscience, clone 53-6.7, #25-0081), Foxp3 (PE-Cy5, eBioscience, clone FJK-16s, #15-5773), and CD25 (APC, eBioscience, clone PC61.5, #17-0251), and acquired with a Cyan flow cytometer. We also purchased unconjugated CD3 (clone 145-2C11, #553057) and CD28 (clone 37.51, #553294) mAbs from BD Bioscience. Anti-TGF-β mAb that neutralizes isoforms 1, 2 and 3 was purchased from R&D Systems (clone MAB135).

### Treg suppression assays

For *in vitro* studies, 5 × 10^4^ cell-sorted CD4+ YFP+ Tregs, or bead-isolated CD4+ CD25+ Tregs from CD4cre mice, were added to 96-well plates and serially diluted in medium (RPMI-1640 and 10% FBS, plus pen/strep). Thereafter, equal numbers of CFSE-labeled CD4+ CD25- T cells and γ-irradiated antigen-presenting cells were added, plus CD3 mAb (1 μg/ml), and cultured for 3 days. Thereafter, cells were stained with CD4 mAb (Pacific blue) and CFSE and CD4 positive T cell proliferation was acquired and data analyzed with FlowJo.

### Cardiac transplantation and histopathology

Heterotopic abdominal cardiac transplantation was performed using BALB/c or Bm12/B6 donors and C57BL/6 recipients^38^. Recipients of BALB/c cardiac allografts were treated with RPM (0.2 mg/kg/d, i.p.), for 14 days beginning on the day of engraftment, and grafts were collected for histology at day 7 or day 100 post-transplant. In the case of class II-disparate Bm12- > B6 cardiac allografts (using WT or conditional HDAC11−/− recipients), hearts were collected at day 30 post-transplant and all intramyocardial arteries within elastin-stained paraffin sections were scored for the extent of intimal proliferation as <5% occlusion (0), >5–20% (1), >20–40% (2), >40–60% (3), >60–80% (4), or >80–100% (5)^39^.

### Luciferase assays

293 T cells were maintained (37 °C, 5% CO_2_) in RPMI-1640 plus 10% heat-inactivated fetal bovine serum (FBS), penicillin, and streptomycin. Cells at 80% to 90% confluence were transfected with murine Foxp3 promoter luciferase reporter plus expression vectors for HDAC11, p65, Foxp3, p300, or empty vector utilizing Lipofectamine 2000 according to manufacturer’s recommendations. Combinations of expression vectors were utilized wherever specified and empty vector was co-transfected to ensure equal amount of DNA is used per condition. After 48 h, cells were treated with 10 ng/ml phorbol myristate acetate (PMA) and 1 μM ionomycin (Sigma) for 6 h, and luciferase activities of whole-cell lysates were analyzed with a dual-luciferase reporter assay kit (Promega). HDAC11i (JB-3–22) was added at a concentration of 1 μM for 6 h at 48 h post-transfection.

### ChIP assays

ChIP assays were performed using Pierce Magnetic ChIP kit (Cat# 26157). Briefly, TE or Treg cells were fixed with 1% formaldehyde and fragmented by sonication. Chromatin was immunoprecipitated with antibodies directed against Foxp3 (eBioscience # 14-4774-82), HDAC11 (Invitrogen, #PA5-11249) and anti-acetyl-histone H3 (Millipore#06-599). The resultant DNA was purified and used for real-time PCR using SYBR green master mix (Applied Biosystems) and primers for IL-2 promoter, CNS1, CNS2, and CNS3 primer sets (reported previously) and TGFβ1 promoter (forward: GCTCTGAGCCGCACTCG and reverse: CTCCTCGGCTGCTCCTTT).

### Microarray and real-time qPCR

RNA was isolated using RNeasy kits (Qiagen), and RNA integrity and quantity analyzed by NanoDrop ND-1000 and Nanochip 2100 Bioanalyzer (Agilent Technologies). Microarray experiments were performed using whole-mouse-genome oligoarrays (Mouse430a, Affymetrix), and array data analyzed using MAYDAY 2.12 software^48^. Array data were subjected to robust multiarray average (RMA) normalization and analyzed SAM (significance analysis of microarrays). Only data with a false discovery rate adjusted p-value of p < 0.05 and at least 1.5-fold differential expression were included in the analysis. Data underwent z-score transformation for display. Enrichment scores of the up- or downregulated genes were calculated using DAVID Functional Annotation Clustering^49^. Our microarray data was deposited at the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) and has the accession number GSE95316. Expression of individual genes was verified by qPCR. RNA was reverse transcribed to cDNA (Applied Biosystems), and qPCR performed using Taqman primer and probe sets; data were normalized to endogenous 18 s rRNA and relative expression determined by the formula 2^−ΔCT^.

### Immunoprecipitation and Western blotting

Proteins were isolated using RIPA solution plus protease inhibitor (Sigma). Pull-down antibody was incubated with pre-cleared samples for 2 h at 4 °C, then overnight with protein G agarose. Western blots were performed using anti-Flag and anti-Foxp3 Abs (Cell Signaling).

### Immunofluorescent microscopy

Cytospins of resting Treg cells or Treg cells activated overnight with CD3/CD28 mAbs were fixed, permeabilized with 0.2% Triton-100, blocked with normal goat serum for 2 h, incubated overnight with Abs to Foxp3 and HDAC11, washed, stained with secondary antibodies, and analyzed with a fluorescent microscope.

### Statistics

Data were analyzed using GraphPad Prism 5.0d software. Data were presented as mean ± SD unless specified otherwise. Measurements between two groups were done with a 2-tailed Student’s t-test if data were normally distributed, or Mann-Whitney U unpaired test when the populations were not normally distributed. Groups of three or more were analyzed by 1-way ANOVA with corresponding Tukey’s multiple comparison test if normally distributed, or the Kruskal-Wallis with Dunn’s multiple comparison test if not. Graft survival was evaluated with Kaplan-Meier followed by Log-rank test. P < 0.05 was considered significant. Graphs show mean ± SD, unless otherwise stated in the figure legend.

### Study approval

Animal studies were approved by the Institutional Animal Care and Use Committee of The Children’s Hospital of Philadelphia (protocol 2013-000561).

## Electronic supplementary material

Supplement

# Supplementary material for: Histone/protein deacetylase 11 targeting promotes Foxp3+ Treg function
**Source:** Sci Rep. 2017 Aug 17;7:8626. doi: 10.1038/s41598-017-09211-3
**Supplement:** Supplementary file 1 — Supplement

Histone/protein deacetylase 11 targeting promotes Foxp3+ Treg function

Jianbing Huang<sup>1</sup>, Liqing Wang<sup>1</sup>, Satinder Dahiya<sup>1</sup>, Ulf H. Beier<sup>2</sup>, Rongxiang Han<sup>1</sup>,  
Arabinda Samanta<sup>1</sup>, Joel Bergman<sup>3</sup>, Eduardo M. Sotomayor<sup>4</sup>, Edward Seto<sup>4</sup>,  
Alan P. Kozikowski<sup>3</sup>, & Wayne W. Hancock<sup>1\*</sup>

**Supplementary Files**

# Supplementary Figure S1:

Original uncropped gels for panels shown in Figure 1A

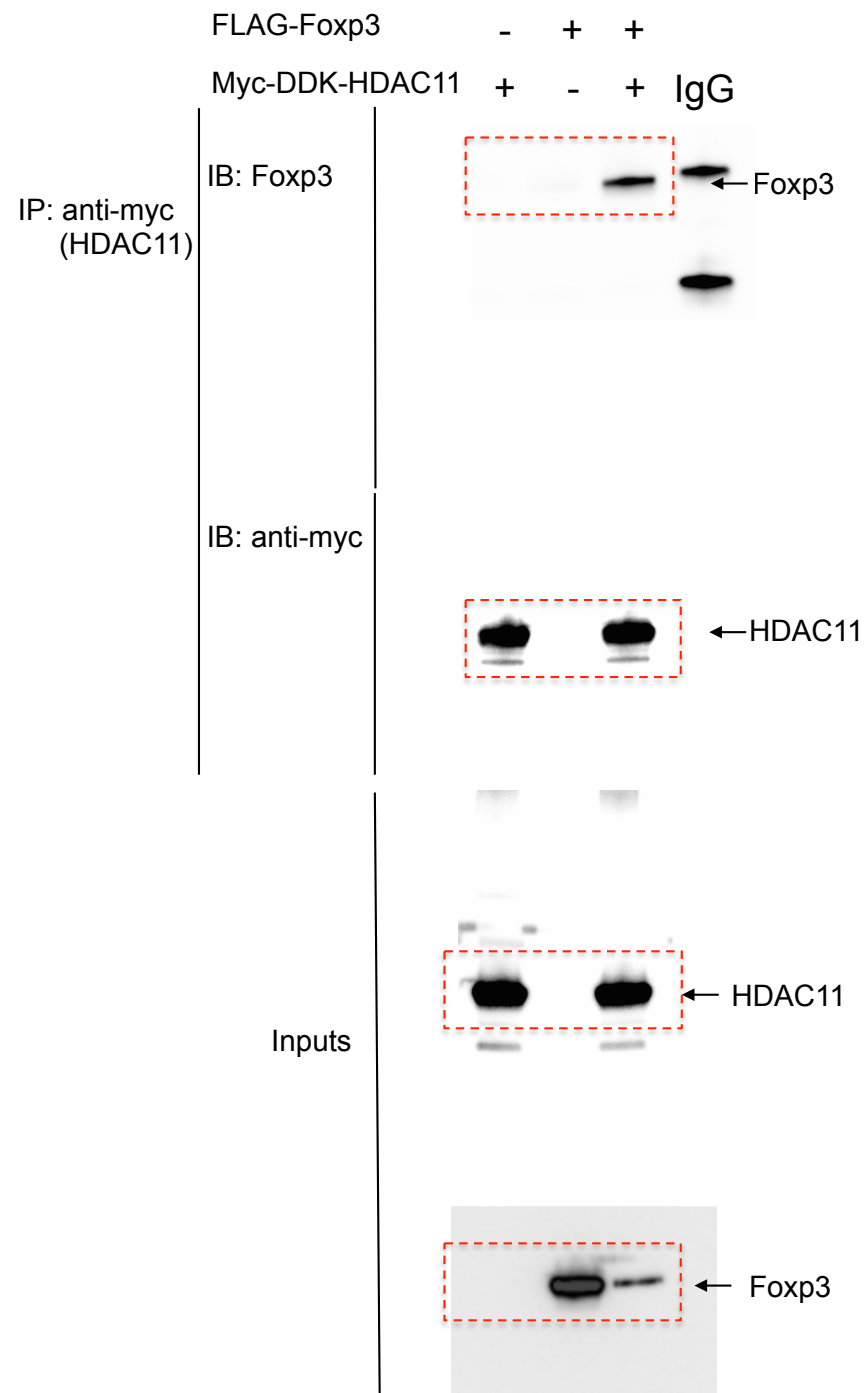

**Supplementary Figure S2:**  
Original uncropped gels for  
panels shown in Figure 1B

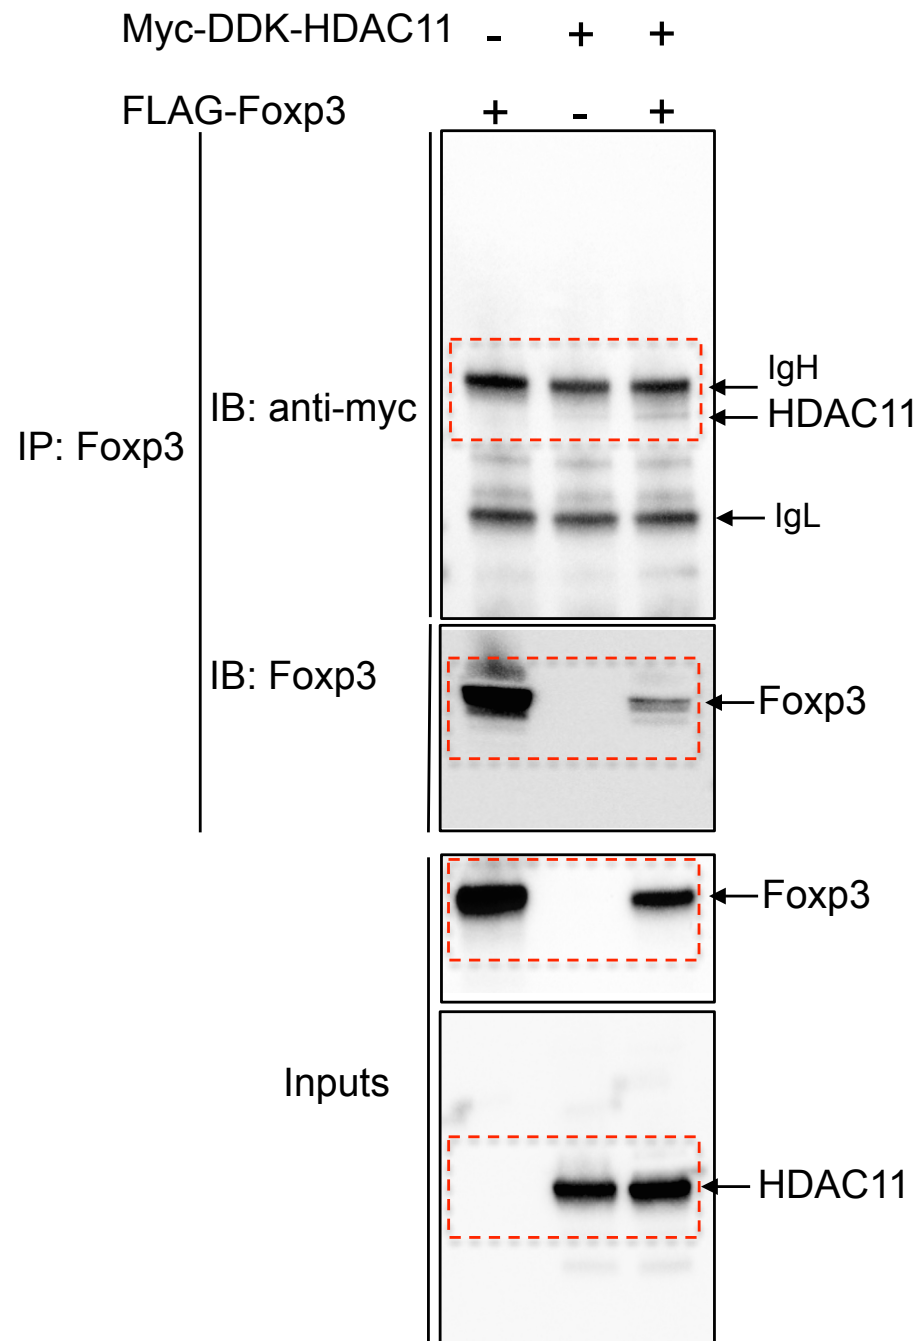

# Supplementary Figure S3:

Original uncropped gels for  
panels shown in Figure 1C

|         |   |   |   |   |   |
|---------|---|---|---|---|---|
| FoxP3   | - | + | + | + | + |
| p300    | - | - | + | - | + |
| HDAC11  | - | - | - | + | + |
| HDAC11i | - | - | - | - | - |

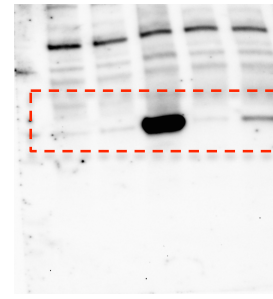

acK31-Foxp3

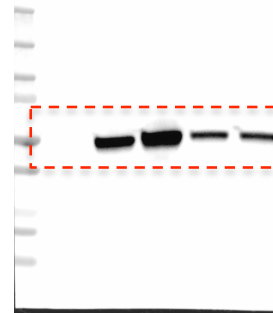

Foxp3

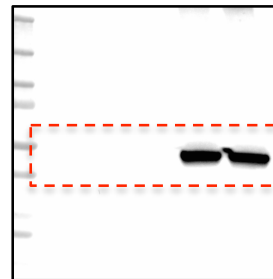

HDAC11

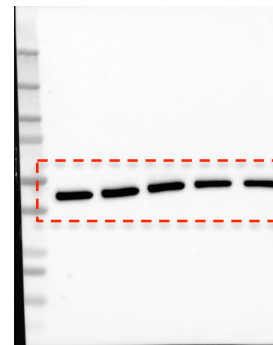

$\beta$ -actin

## Supplementary Figure S4:

Conditional HDAC11 gene deletion and global HDAC11 gene deletion (qPCR)

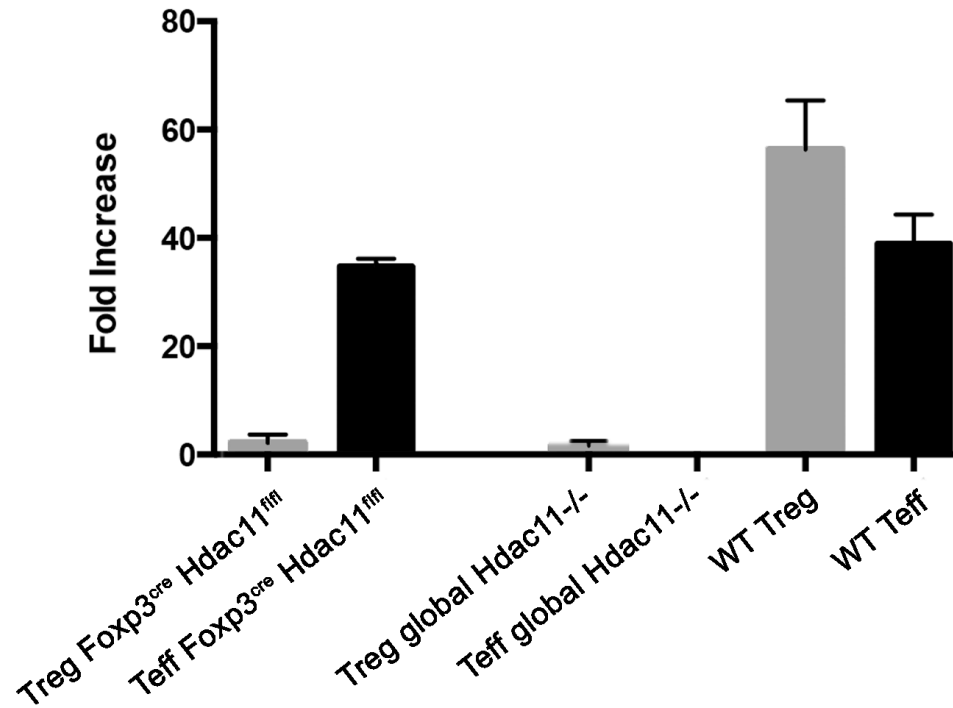

qPCR analysis of HDAC11 gene expression in Treg and Teff cells from WT mice, mice with conditional deletion of HDAC11 in Tregs (Foxp3<sup>cre</sup>), or global HDAC11 deletion (4 mice/group).

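In this strain the Hdac11 gene carries lox sites and is cut out only in cells that express Cre with Foxp3, while global deletion removes it from all cells. The assay compares HDAC11 mRNA between regulatory and effector T cells by PCR, so effector T cells of the conditional strain serve as a control for where the deletion acts.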

## Supplementary Figure S5:

### Conditional HDAC11 gene deletion and global HDAC11 gene deletion (qPCR)

|         |   |   |   |   |   |   |   |
|---------|---|---|---|---|---|---|---|
| Foxp3   | - | + | + | + | + | + | + |
| HDAC11  | - | - | + | - | + | - | + |
| p300    | - | - | - | + | + | + | + |
| HDAC11i | - | - | - | - | - | + | + |

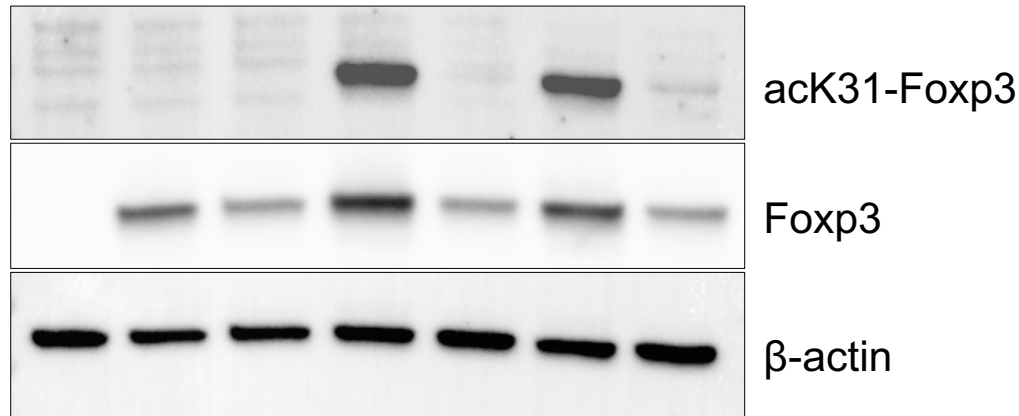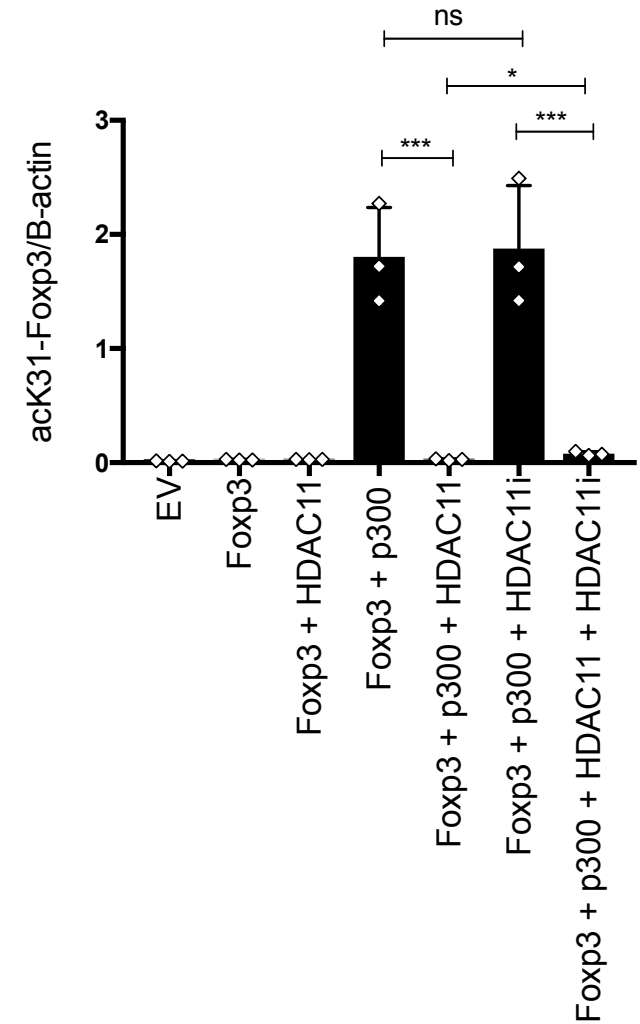

Western blots showing that the ability of p300 to promote acetylation of Foxp3 at lysine-31 (K31) is impaired by HDAC11, whereas use of an HDAC11i partially restored p300-mediated Foxp3 acetylation. The results of densitometric analysis from 3 separate experiments are shown at right.

## Supplementary Figure S6:

Functional annotation clustering of the effects of conditional deletion of HDAC11 in Foxp3<sup>+</sup> Treg cells

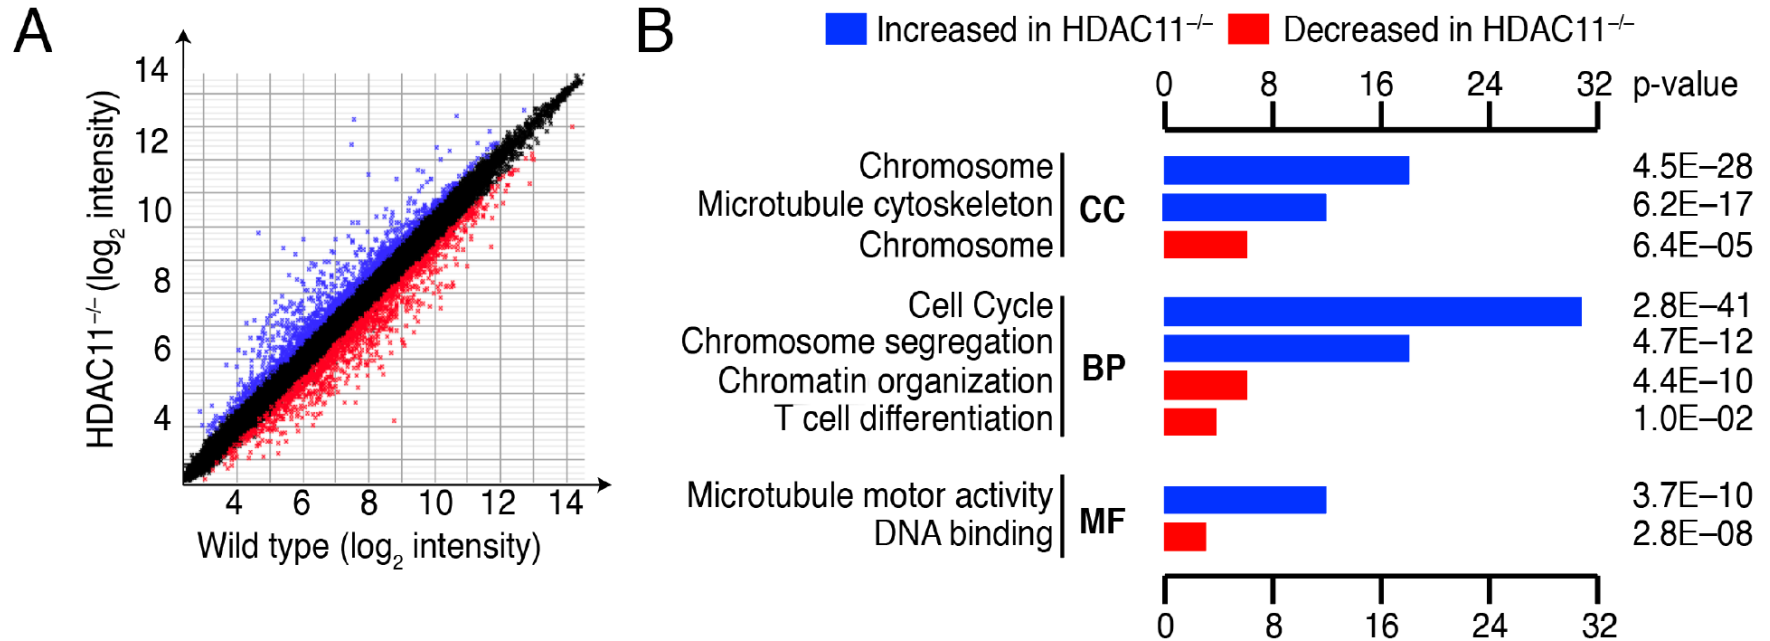

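The largest rises among named genes included immediate early and mitotic genes. After Fos and Jun came Klf4 at a log2 fold change of 4.03 (SE 0.15, adjusted p = 9.31e-06 from limma), Ppp1r15a, a stress-induced phosphatase subunit gene, at 3.57 (SE 0.06, adjusted p = 1.65e-06), the survivin gene Birc5 at 2.76, Bub1 at 2.68, Ube2c at 2.68, the chemokine receptor gene Cxcr4 at 2.64, Ccnb2 at 2.61 and Dusp1, a MAP kinase phosphatase gene, at 2.57. Fosb and Aurkb are left out of this order, as only bounds are given for them. The largest fall was that of Crabp2, which encodes a retinoic acid binding protein. It was at a log2 level of 9.09 ± 0.05 (SD, n = 3) in WT and within the range of the bacterial controls in HDAC11−/− Tregs, at least 15.4-fold lower (adjusted p = 1.86e-07). Phxr4 fell by 2.90, the B cell kinase gene Blk by 2.48, the transcript of the microRNA gene Mir142 by 2.34, the linker histone gene H1f4 by 2.17 and Cdk12 by 2.16. The long noncoding RNA gene Lncpint was at least 6.22-fold lower. Madd fell by 2.29 and Cdc37l1 by 2.12 on the log2 scale, the latter in 1 of 3 probe sets, with the others at -0.54 and 0.18 and not called, and Hebp1, Clnk and Abi3bp were at least 3.31-fold, 2.59-fold and 2.33-fold lower, with another probe set of Abi3bp within the range of the bacterial controls in both genotypes.

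Over all probe sets, 876 were higher and 1138 lower. The median log2 fold change was 0.77 among the higher and -0.85 among the lower, and 58 were higher and 44 lower by at least 4-fold. No gene symbol was given for 31 of the higher and 128 of the lower probe sets. The 3 HDAC11−/− arrays lay all above or all below the WT arrays in 56.7% of all probe sets, against 10% by chance for 3 against 3.

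**Figure D4:**
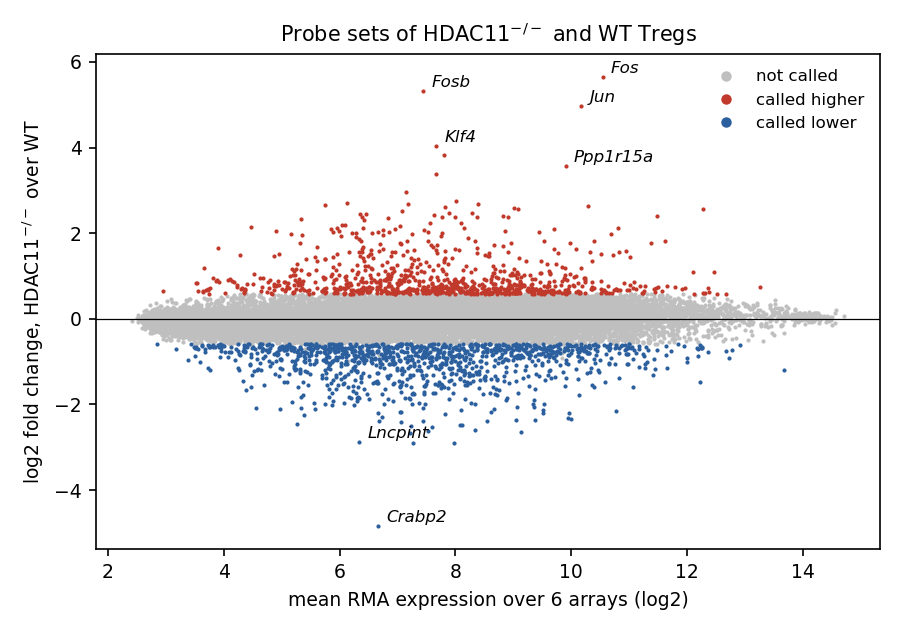
Log2 fold change (HDAC11−/− over WT) of 22626 probe sets against their mean RMA expression over 6 arrays (log2), with called probe sets in colour. Fos, at 5.65, lies highest and Crabp2, at least 15.4-fold lower, lies lowest, drawn at its fitted value with the HDAC11−/− arrays within the range of the bacterial controls.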

Microarray analysis related to Figure 3C: (A) Scatterplot of log<sub>2</sub> transformed expression matrix data (means from 3/group) from Tregs with or without conditional HDAC11 deletion. Differential expression was determined by SAM with a false discovery rate adjusted p-value of 0.05% and at least 1.5-fold differential expression, with blue and red representing genes up- and downregulated by HDAC11 deletion, respectively. 

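SAM divides each difference by its spread plus a small constant and takes its false discovery rate from shuffled labels, of which 6 arrays allow 20. At an adjusted p of 0.05 and 1.5-fold, SAM called 877 probe sets higher and 1155 lower. It called 430 genes higher and 462 lower, and these held all of the 429 and 461 genes called by limma. The legend's 0.05% corresponds to an adjusted p of 0.0005 and the methods give 0.05. At 0.0005 limma called 559 probe sets higher and 673 lower. SAM at 0.0005, an alternative added after the data were seen, called 876 and 1149. The AP-1 genes of the paper and Crabp2 kept their calls at both thresholds with limma. Il2 and Madd passed the stricter one with SAM and not with limma. Il2 was at a log2 fold change of 0.61 (adjusted p = 0.00203 from limma) and Madd at -2.29 (adjusted p = 0.000573). SAM gave both genes an adjusted p of 0, as it did Fos, and its counts hardly changed between the thresholds. Its stricter threshold thus sorts little here, and passing it is not evidence of a stronger change.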

(B) Enrichment scores of the up- or downregulated genes calculated using DAVID Functional Annotation Clustering. 

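Mitotic genes rose together in HDAC11−/− Tregs. Of 48 measured genes of mitosis and chromosome segregation, 42 were called higher and none lower (42 and 0 also when adjusted over the list alone; Fisher's exact test, adjusted p = 2.26e-54; camera adjusted p = 1.94e-24, and 0.00936 with an estimated correlation), with a median log2 fold change of 1.55, or 1.52 with genes within the range of the bacterial controls at their bound. Bub1 and Birc5, of the spindle checkpoint and the chromosomal passenger complex, had the smallest adjusted p of this list with Nusap1 at 2.46 and Ccna2 at 2.37. Of 31 genes of DNA synthesis in S phase, 16 were higher and Tyms was lower, at least 1.49-fold (Fisher's exact test, adjusted p = 7.43e-15; camera adjusted p = 2.75e-11, and 0.0195 with an estimated correlation). Of 26 kinesins, the microtubule motors, 9 were higher and 1 was lower (Fisher's exact test, adjusted p = 8.99e-07; camera adjusted p = 0.0210, and 0.137 with an estimated correlation), and their median of 0.05, or 0.17 with genes within the range of the bacterial controls left out or at their bound, turned to -0.04 when scaled on the reference genes. The higher kinesins included the mitotic Kif11 at 2.30 and Kif20a at 1.74, and the lower one was Kif5c, a transport kinesin, at least 1.21-fold lower with its HDAC11−/− level within the range of the bacterial controls.

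Of 79 chromatin regulators, 4 were called lower and 1 higher by the brightest probe set (Fisher's exact test for lower genes, adjusted p = 1.00; camera adjusted p = 0.146, and 0.171 with an estimated correlation). The lower genes were Atrx at -1.51, Kdm5a at -1.24, Kmt2c at -1.13 and Chd8 at -0.61, and Cbx7 was higher at 1.87. With an intensity trend and a robust prior the count of lower genes was 2, with the mean of all probe sets of a gene 9 and with probe sets without suffix 8. Counting a gene when any of its probe sets passed, a rule chosen after the data were seen, 21 of them were lower (Fisher's exact test, adjusted p = 8.94e-07). Of 55 regulators of T cell differentiation, only Rag1 was called lower by the brightest probe set, with both genotypes within the range of the bacterial controls, and 7 were lower by any probe set (Fisher's exact test, adjusted p = 0.424). The adjusted Fisher tests were adjusted over 37 lists.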

CC (cellular component), BP (biological process) and MF (molecular function) indicate gene ontology categories.

## Supplementary Figure S7:

Co-association of HDAC6 and HDAC11 in transfected 293T cells

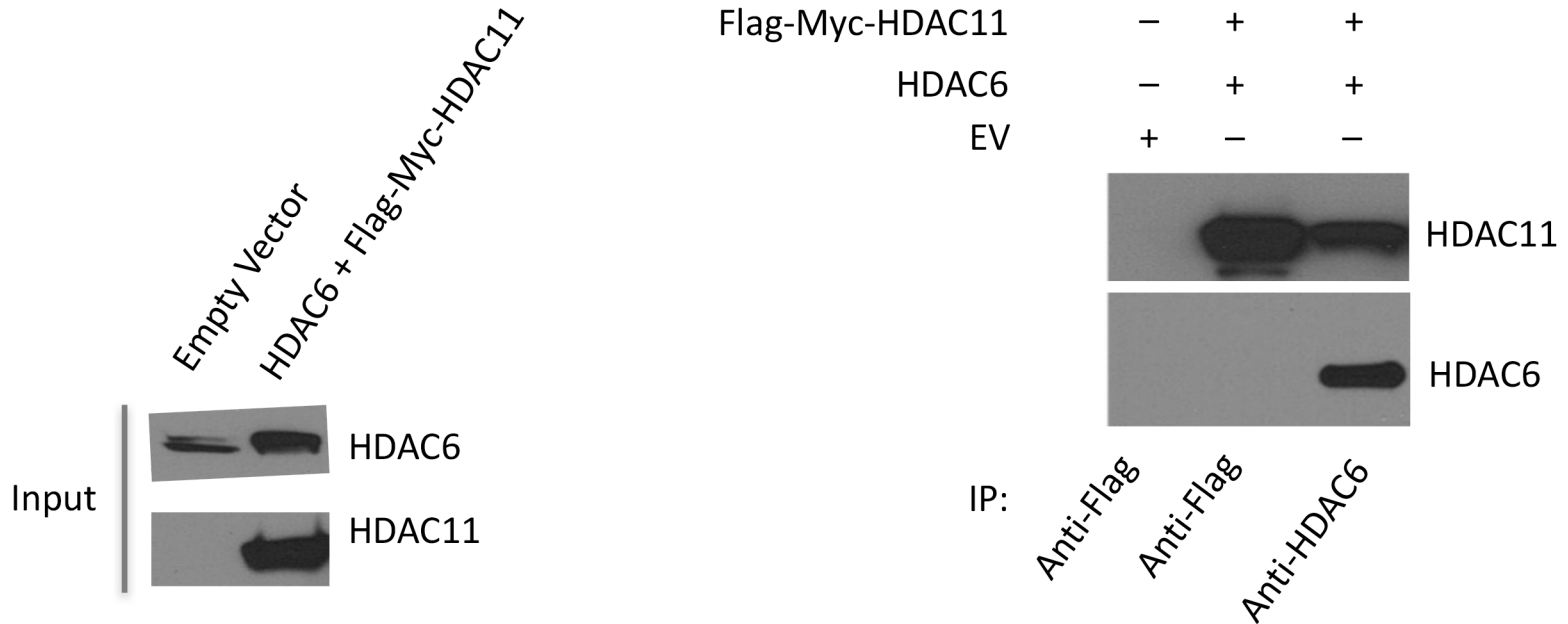

293T cells were transfected with Flag-Myc-HDAC11, followed by immunoprecipitation of HDAC11 using anti-Flag Ab, and Western blot detection of co-precipitated HDAC6.

How the deposited data were processed for this re-analysis (not part of the article)

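The re-analysis used 6 Affymetrix Mouse430A arrays of magnetically separated CD4+CD25+ Tregs, 3 from WT mice and 3 from mice with Foxp3-Cre conditional deletion of HDAC11. The authors amplified the RNA, labelled it with biotin, hybridised it, normalized the arrays by RMA in their array software and deposited 1 log2 value per probe set and array. The deposited values lie on the log2 scale, with array medians from 6.74 to 6.77, and are neither ratios nor centred per gene. The version of the probe definitions is not given in the sources used here. No raw probe values were used here, so the background correction and normalization of RMA were taken as deposited. Of the 22671 probe sets, 45 controls were left out of the tests, and the other 22626 were named through the platform's annotation, with 20380 carrying 1 gene symbol, 691 several and 1555 none here. No genome position is printed because the build behind the array annotation is not stated.

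Each probe set was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term. P-values were adjusted by Benjamini-Hochberg over all tested probe sets, and a call needed an adjusted p under 0.05 and at least a 1.5-fold difference, the thresholds of the methods. A gene was represented by its probe set with the highest mean over the 6 arrays, which covered 12393 genes, 4956 of them with more than 1 probe set. No filter on dim probe sets was applied. The files used hold no detection calls, so a gene whose arrays of a group all lay at or below the highest bacterial control probe set of the same array is given only a bound, computed against the higher of its own value and that control on each array. SAM was written out from its definition, with all 20 labelings of the arrays. Gene lists fixed before the data were examined were tested by counts and by Fisher's exact test (two-sided) against the other measured genes. Fisher p-values were adjusted by Benjamini-Hochberg over 37 lists. The lists were also tested by camera with a preset correlation of 0.01 and with an estimated one. The estimate lay below 0.01 for lists such as mitosis (-0.011) and B cells (-0.048), and above it for Th17 genes (0.051). Where it lay below, the larger p of that setting is not read as a sign of correlated genes. The genes named are every gene the paper names for the arrays, Hdac11, the 12 largest rises and 12 largest falls among genes past the adjusted p whose groups did not overlap, without several-gene and merely numbered symbols, and within a list the members with the smallest adjusted p in each direction, up to 4. Genes named beyond this rule were chosen after their values were seen. These are Rgs16, Nrp1, Il2ra and Nfe2l2, the lower and higher members of short counts, and single markers in the closing section.

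The procedure was tested on simulated data for the same comparison, with 22626 probe sets, of which 200 were changed. limma recovered 48 of 50 probe sets changed 2-fold and 50 of 50 changed 4-fold with the 1.5-fold threshold. Of 50 changed 1.5-fold it passed 49 by adjusted p and 26 by the fold threshold. Of 22426 unchanged probe sets it called 2. On the real arrays 10324 probe sets passed the adjusted p, far more than the 200 changed in the simulation. A shift or batch that goes with genotype was not simulated, so these counts do not measure that risk. The number of arrays limits the precision, and the median SD between arrays was 0.09 in WT and 0.07 in HDAC11−/− on the log2 scale. Alternatives set before the data were examined were SAM, an intensity trend with a robust prior, array weights, a replicate block, scaling on reference genes or on spike-in controls, a filter on the dimmer probe sets, other thresholds, other ways to represent a gene, and leaving out each array in turn. The spike-in scale had been set as bacterial controls, and cre was averaged in with them. A count by any probe set of a gene, SAM at 0.0005 and the scales of bacterial controls alone and cre alone were added afterwards. Figures were drawn with matplotlib 3.10.9. 3 genes of the heat map were not analysed here.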

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

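The tests on myeloid cells, heat shock genes, probe sets of the same gene, RNA degradation and B cells, and the count of other splits, were chosen after the result was seen. The tests on EST design and on innate lymphocyte genes were set before their values were seen. The myeloid test was held to the interval of its median only after its first result, which left that explanation open instead of excluded. The bound of the B cell test was changed once after its first result, which left that explanation open instead of excluded, the probe sets of the same gene were first split by brightness over all 6 arrays and then, after that result, on the WT arrays alone (a median of -0.20 became -0.22), and the accession prefixes counted as ESTs were extended once after theirs.

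Immediate early genes outside AP-1, of which the paper shows Myc, Nr4a2 and Klf2, were higher in 16 of 29 cases (Fisher's exact test, adjusted p = 2.68e-15) and lower in none. RNA from myeloid cells stays open as a part of the rise. It would bring its own transcripts along, and the monocyte and macrophage list had a median log2 fold change of 0.22 (95% bootstrap interval -0.02 to 0.53), while Fos rose by 5.65. The interval reaches past the bound of 0.5 set for excluding it, and 11 of the 21 genes lay within the range of the bacterial controls in WT, so that their changes exclude nothing. The 10 genes above that range in both genotypes had a median of -0.00 (-0.22 to 0.48). Stress during cell isolation stays open as well. The heat shock list had a median of 0.37, between the bounds set for the outcomes, with 9 of 12 genes higher and none lower at an adjusted p under 0.05 without a fold threshold (camera adjusted p = 0.000262, and 0.0545 with an estimated correlation), and any difference in handling between the genotypes cannot be told apart from the genotype. The genotype itself also stays open, as untested.

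Many genes fell in a single probe set, while their other probe sets fell less. The paper's genes of Fig. 3C show this too. For 469 lower-called probe sets with another probe set of the gene that was at least as bright in WT, the called ones had a median log2 fold change of -0.90 and the others -0.22 (95% bootstrap interval -0.27 to -0.17). The same comparison for 397 higher-called probe sets gave 0.73 and 0.38, and another such probe set was itself called in 38.0% of the higher and 28.8% of the lower cases. Over all other probe sets of these genes, dim ones included, the medians were -0.25 for lower and 0.37 for higher calls, with another called in 35.6% and 46.8%. A fall of the whole transcript by the size of the called one is argued against for the typical member, though the others fell somewhat, and RNA degradation is argued against, since the gap between 3′ and 5′ probe sets of Actb and Gapdh differed between genotypes by at most 0.0737. A candidate explanation, as a hypothesis, is that these probe sets read transcripts outside the annotated mRNA, such as unspliced RNA. Of all called probe sets with an accession, 409 of 880 lower (46.5%) and 238 of 753 higher (31.6%) were designed on single-read ESTs. The odds ratio was 1.88 (95% interval 1.53 to 2.31), with probe sets without an accession left out. This test was not limited to genes that fell in a single probe set, so it does not test that pattern directly. The nuclear noncoding RNAs Malat1 and Neat1, picked after their values were seen, were lower by 1.48 and 1.15 on the log2 scale.

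Some markers of other lymphocytes and antigen-presenting cells were called lower in HDAC11−/− preparations, as were 7 of 18 Th17 genes (camera adjusted p = 0.138 with an estimated correlation) and 5 of 44 cytokine receptor genes, a list that passed no test (Fisher's exact test, adjusted p = 0.142; camera adjusted p = 0.146, and 0.190 with an estimated correlation). Called lower were 7 of 15 B cell genes (Fisher's exact test, adjusted p = 1.73e-05), 5 of 17 CD8 T and NK cell genes (adjusted p = 0.00275) and 5 of 17 dendritic cell genes (adjusted p = 0.00275). The camera p adjusted with an estimated correlation was 0.0528, 0.190 and 0.102 for these lists. Fewer IL-17-producing innate lymphocytes in the HDAC11−/− preparations may account for part of the falls. Of 16 measured genes of these cells, listed before their values were seen, 7 were lower and none higher (Fisher's exact test, p = 8.05e-07 without adjustment; camera adjusted p = 0.00101, and 0.0626 with an estimated correlation), with Kcnk1 at -1.98, Serpinb1a at -1.32 and Sox13 at -1.03, yet the list's median of -0.36 lay between the bounds set for the outcomes, so this and a change within Tregs cannot be told apart. Fewer B cells in the HDAC11−/− preparations stay open as well. The B cell list had a median of -0.44. With genes within the range of the bacterial controls in both genotypes left out, and in 1 genotype at their bound, it was -0.57. The 9 genes above that range in both genotypes had a median of -0.65 (bootstrap interval -0.91 to -0.11). The 3 bright immunoglobulin probe sets of Ighm and Jchain had a median of -0.20, while dimmer Ighm probe sets rose, 1 of them by 1.88. Magnetic separation by CD4 and CD25 is meant to remove cells of these types, which was not tested. The bright Ighm probe sets were at WT log2 levels of 12.18 and 13.32, and Jchain was at 10.56. In HDAC11−/− they were at 11.98, 13.21 and 10.35. These levels do not show that B cells were removed from either genotype. Blk counts in both the B cell and the Th17 list.

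Other groups outside those the paper discusses also moved. Monocyte and macrophage genes were higher in 6 of 21 cases (adjusted p = 0.000357 from Fisher's exact test; camera adjusted p = 0.0574, and 0.166 with an estimated correlation), with C1qa at least 1.16-fold higher and Mrc1, C1qb and C1qc also within the range of the bacterial controls in WT. Effector Treg genes were higher in 5 of 22 cases (adjusted p = 0.00290). Of these, Gzmb, Il10, Klrg1 and Ccr8 also count in the Treg signature list. Gzmb is shown in Fig. 3C and IL-10 is discussed by the paper, so this is not a separate finding for them. Quiescence genes and CDK inhibitors were higher in 6 of 26 cases (adjusted p = 0.00112), cholesterol synthesis genes in 5 of 19 (adjusted p = 0.00175) and genes of base excision and DNA repair in 6 of 32 (adjusted p = 0.00288). With an estimated correlation the camera adjusted p of these lists was over the threshold. It was 0.102 for effector Treg genes, 0.0830 for quiescence genes, 0.0528 for cholesterol synthesis and 0.146 for DNA repair. Their estimated correlations were -0.010, 0.006, 0.010 and 0.011 in this order, near or below the preset 0.01. Correlated genes alone therefore do not account for the larger p.

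The other 9 of the 10 splits of the 6 arrays into 3 and 3 called at most 0 genes and 0 probe sets, against 429 genes higher, 461 genes lower, 876 probe sets higher and 1138 probe sets lower for the genotypes. In each of these counts 1 split, the real one, reached the real value, and 10 splits are too few for a share under 0.05.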

How the results depend on the processing

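SAM called 430 genes higher and 462 lower, and array weights, a trended prior and scaling on reference genes or spike-in controls left each count of called genes and probe sets within 1.5 times, though these scalings shifted the balance: 28.5% of called probe sets were higher after scaling on reference genes (median log2 fold change of all probe sets -0.12) and 56.6% after scaling on spike-in controls (0.04), against 43.5% (-0.03). That scale averages bacterial controls at background with cre, whose probe sets lie near the top of the array range. Scaled on cre alone, an alternative added after seeing the data, 7310 probe sets were higher and 331 lower, 3828 genes and 86, with 18 licensing, 9 AP-1, 15 Treg signature and 23 antioxidant genes higher and 1 cytokine receptor gene lower, and E4f1, Il17rb, Bcl2l2 and Il18r1 lost their calls, while the bacterial controls alone gave 979 and 1053 probe sets. With no fold threshold 2837 genes were higher and 2869 lower, and 5254 and 5070 probe sets, with 18 licensing, 9 AP-1, 13 Treg signature and 19 antioxidant genes higher and 17 cytokine receptor genes lower. At 2-fold these were 152 and 111 genes, 253 and 393 probe sets, 4 licensing genes, 0 antioxidant genes (3 at 1.5-fold by limma and SAM) and 2 cytokine receptor genes. An adjusted p under 0.0005 left 559 probe sets higher and 673 lower, and leaving out the probe sets below the median level 701 lower. Counting any probe set of a gene, chosen after seeing the data, gave 649 genes higher and 818 lower and 5 antioxidant genes, and turned Cdkn1b to -0.99 and Polb to -1.52. Ptger3, with probe sets without suffix, changed sign within the range of the bacterial controls. The counts follow from the thresholds and the scale, and these reversals from the probe set counted. Scaling on the reference genes ended the calls of Il2, Mcm2 and Pcna at 0.52, 0.50 and 0.50. These reference genes rose themselves on the deposited scale, with a median of 0.08. Scaling on spike-in controls ended the call of E4f1 at -0.56.

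Leaving out each array in turn gave 429 to 465 genes higher and 456 to 478 lower, 865 to 933 probe sets higher and 1098 to 1177 lower, 10 to 11 licensing genes and 5 to 6 cytokine receptor genes. Il2, Mcm2 and Pcna, close to the fold threshold, lost their calls without 1 or more arrays: Il2 at 0.53 without WT replicate 1 and 0.57 without HDAC11−/− replicate 3, Mcm2 at 0.56 without WT replicate 3 and 0.58 without HDAC11−/− replicate 2, and Pcna at 0.58 without HDAC11−/− replicate 2. Hdac11 lay between -0.16 and -0.05 without 1 array and at -0.21 when scaled on the reference genes and 0.36 on cre alone, and was called in none of the alternatives run, with no value when the probe sets below the median level were left out. With a replicate block 430 genes were higher and 462 lower, 877 probe sets higher and 1154 lower, and 0 of the named genes changed their call. The numbers were not taken to pair the arrays, as same-numbered arrays deviated together with correlations of 0.23, -0.02 and 0.16. Signal over background limits Foxp3 and other dim genes, for which no change could be read.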

Differences from the paper's values

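The paper's qPCR values are read by eye from its figures as the ratio of the HDAC11−/− to the WT bar, and come from another assay, on samples not stated to be those of the arrays. For Fos the array ratio was 50.3 against about 2.4 in Fig. 3D, for Jun 31.2 against about 1.6, for Junb 5.25 against about 1.6 and for Fosb at least 26.0 against about 2.7. The direction was the same for these 4 genes. For Tgfb1 in fresh Tregs the array ratio was 1.27 against about 5.2 in Fig. 2C, and for Il10 2.67 against about 0.91. For Hdac11 the array ratio was 0.921 against about 0.04 in Supplementary Fig. S4, with the position of the array's probes relative to the deletion unknown. None of the alternatives set before the data were examined brought any of these values within 1.5 times of the paper's, nor did counting any probe set of a gene.

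The paper shows 12 measured genes as lower in Fig. 3C, and 4 of them were called lower here by their brightest probe set. Tbl1x, Polb, Cd37 and Cdkn1b were at -0.01, 0.04, -0.01 and 0.07, and Irf3, Polg, Il17re and Foxp1 at -0.26, -0.37, -0.41 and -0.48. With the mean of all probe sets of a gene, an alternative set before the data were examined, Cd37, Irf3, Polg and Il17re were called, while Bcl2l2 lost its call at -0.37. With probe sets without suffix Irf3 was called at -1.97, and with no fold threshold Irf3, Polg, Il17re and Foxp1 were called. Counting any probe set of a gene, chosen after seeing the values, called all 12 and dropped none. Scaled on cre alone, also chosen after seeing the values, E4f1, Il17rb, Bcl2l2 and Il18r1 lost their calls. Of 24 genes shown as higher, 20 were called. Of these Ptger3, whose WT level lies within the range of the bacterial controls so that no rise can be read, lost its call with the mean of all probe sets and changed sign with probe sets without suffix, and Mcm10 lost its call with the latter. Cdt1, Mcm6, Mcm7 and Serbp1 were called by any probe set, Cdt1 also with probe sets without suffix at 0.68, Mcm6 also with the mean of all probe sets at 0.69, and Cdt1, Mcm6 and Mcm7 with no fold threshold.

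Supplementary Fig. S6B shows chromatin organization and T cell differentiation among the genes decreased in HDAC11−/− Tregs. Here 4 of 79 chromatin regulators and 1 of 55 regulators of T cell differentiation were called lower by the brightest probe set, and of the 79 it was 9 with the mean of all probe sets of a gene and 2 with an intensity trend and a robust prior. Counting any probe set of a gene, chosen after seeing the values, gave 21 and 7. The lists are not the gene ontology terms of the figure. The paper states that expression of IL-10 did not differ significantly, whereas the array value of Il10 rose by 1.41 on the log2 scale, from 7.10 ± 0.06 (SD, n = 3) to 8.52 ± 0.03 (SD, n = 3).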

Other observations

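The cholesterol synthesis genes rose in part, with Stard4 at a log2 fold change of 1.13, Cyp51 at 0.91, Sqle at 0.81, Hmgcs1 at 0.79 and Fdps at 0.68, and none fell past the fold threshold (camera adjusted p = 5.67e-05, and 0.0528 with an estimated correlation). Genes of oxidative phosphorylation shifted together by less than the fold threshold: 0 of 47 were called by limma or SAM, but 37 rose and none fell at an adjusted p under 0.05 (37 and 1 at an unadjusted p under 0.05), with a median of 0.25 (camera adjusted p = 9.46e-11, and 0.0195 with an estimated correlation). Myc targets and genes of ribosome biogenesis had a median of 0.29, with 4 of 35 higher and none lower (camera adjusted p = 1.41e-06, and 0.0466 with an estimated correlation). Scaling on the reference genes lowers each of these medians by 0.09. The reference genes rose themselves on the deposited scale, with a median of 0.08. This lowering therefore cannot tell a shift of scale from their own rise. Interferon-stimulated genes did not move as a group, with 1 of 27 higher (Cxcl10 at 0.93), 1 lower (Mx1 at -0.65) and camera adjusted p = 0.446.

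Some genes linked to quiescence rose on the same arrays as the proliferation genes, with 6 of 26 called and a camera adjusted p of 0.0830 with an estimated correlation. Among them Tsc22d3 (GILZ) was higher by 1.57, Tob1 by 1.16 and the CDK inhibitor genes Cdkn2c and Cdkn2d by 0.78 and 0.64, while Cdkn1a was at 0.14. Among the higher DNA repair genes Brca1 had a log2 fold change of 1.58 and Chek1 of 0.89.

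The effector Treg genes that rose were Gzmb, Il10, Klrg1 and Ccr8, with Havcr2 at least 1.34-fold higher, while Icos was at -0.33 and Maf fell by 0.76. The array values of 3 genes that the paper follows by qPCR were 0.50 for Ctla4, 0.07 for Tnfrsf18 (GITR) and 0.34 for Tgfb1 on the log2 scale, and Il2 was higher by 0.61. The 3 hybridization control probe sets of the P1 phage gene cre averaged 14.27 in WT and 13.79 in HDAC11−/− arrays, and the B2 repeat control probe set 14.36 and 13.88, and the labels name no batch.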
